# Mechanical cell competition kills cells via induction of lethal p53 levels

**DOI:** 10.1038/ncomms11373

**Published:** 2016-04-25

**Authors:** Laura Wagstaff, Maja Goschorska, Kasia Kozyrska, Guillaume Duclos, Iwo Kucinski, Anatole Chessel, Lea Hampton-O'Neil, Charles R. Bradshaw, George E. Allen, Emma L. Rawlins, Pascal Silberzan, Rafael E. Carazo Salas, Eugenia Piddini

## Abstract

Cell competition is a quality control mechanism that eliminates unfit cells. How cells compete is poorly understood, but it is generally accepted that molecular exchange between cells signals elimination of unfit cells. Here we report an orthogonal mechanism of cell competition, whereby cells compete through mechanical insults. We show that MDCK cells silenced for the polarity gene *scribble* (*scrib*^*KD*^) are hypersensitive to compaction, that interaction with wild-type cells causes their compaction and that crowding is sufficient for *scrib*^*KD*^ cell elimination. Importantly, we show that elevation of the tumour suppressor p53 is necessary and sufficient for crowding hypersensitivity. Compaction, via activation of Rho-associated kinase (ROCK) and the stress kinase p38, leads to further p53 elevation, causing cell death. Thus, in addition to molecules, cells use mechanical means to compete. Given the involvement of p53, compaction hypersensitivity may be widespread among damaged cells and offers an additional route to eliminate unfit cells.

## Abstract (web summary)

Cell competition is a quality control mechanism to eliminate unfit cells. Here the authors show that physical compaction of less fit cells surrounded by healthy neighbours leads to increased expression of tumour suppressor p53 in the compacted cells, causing cell death.

Cell competition is a remarkable phenomenon, conserved from arthropods to mammals, that causes the elimination of relatively less fit cells from tissues, helping to maintain overall tissue health^1^,^2^,^3^,^4^,^5^,^6^,^7^,^8^,^9^,^10^. Despite important advances^11^,^12^,^13^,^14^,^15^,^16^, the mechanisms that lead to the elimination of unfit cells are still little understood and it is unclear whether one or multiple pathways lead to cell killing^17^,^18^,^19^,^20^,^21^,^22^.

It has recently been reported that Madin–Darby canine kidney (MDCK) epithelial cells silenced for the polarity gene *scribble* (*scrib*^*KD*^ cells) are eliminated in the presence of wild-type MDCK cells^23^, while they are viable on their own^23^. However, the mechanisms by which *scrib*^*KD*^ cells are killed by wild-type cells are largely unknown. We therefore took advantage of this recent observation to investigate the mechanisms of cell competition.

Here we show that *scrib*^*KD*^ cells are out-competed by wild-type cells through mechanical insults rather than molecular exchange. We find that *scrib*^*KD*^ cells are hypersensitive to compaction and that this is due to elevation of baseline p53 levels, which is both necessary and sufficient to induce hypersensitivity to crowding and confer a mechanical loser status. We further show that on contact with wild-type cells, *scrib*^*KD*^ cells become compacted into a high-density arrangement and that compaction is not only required but also sufficient to eliminate *scrib*^*KD*^ cells. We also delineate the mechano-transduction cascade that leads to *scrib*^*KD*^ cell death. Specifically, we show that *scrib*^*KD*^ cells' compaction causes activation of the Rho-associated kinase (ROCK), which in turn activates p38 leading to further p53 elevation and cell death. Overall, this work demonstrates that mechanical forces can be responsible for the elimination of cells during cell competition and that p53 levels play a key role both in instructing the mechanical loser status and in the execution of mechanical cell competition.

## Results

### Compaction of *scrib* ^*KD*^ cells induces mechanical competition

It has previously been shown that *scrib*^*KD*^ MDCK cells are eliminated when co-cultured with wild-type MDCK cells through cell death and delamination (see ref. 23 and Supplementary Fig. 1a and Supplementary Movie 1, left), while monocultures of *scrib*^*KD*^ cells are viable (see ref. 23 and Supplementary Fig. 1b and Supplementary Movie 1, right). To investigate the mechanisms of *scrib*^*KD*^-mediated cell competition, we first asked whether it is mediated by soluble factors, as in other cases of *in vitro* cell competition^6^,^24^. Growth rate (doubling time) profiles showed that *scrib*^*KD*^ cells in pure cultures divide, albeit at a reduced rate, to reach a steadily maintained number (Supplementary Fig. 1d), whereas under competing conditions, their numbers collapse following initial growth (Fig. 1a). Interestingly, we found that the growth rate of *scrib*^*KD*^ cells is not affected by conditioned medium from competing cultures (Fig. 1b and Supplementary Fig. 1c). Similarly, in transwell systems that allow exchange of solutes but prevent cell contact, *scrib*^*KD*^ cells grown together with co-cultures of competing (wild-type/*scrib*^*KD*^) cells grew comparably to *scrib*^*KD*^ cells grown with other *scrib*^*KD*^ cells (Fig. 1c and Supplementary Fig. 1c). This indicated that soluble factors are not sufficient to induce cell competition and that cell contact is required. We hypothesized that cell contact enables molecular interactions essential for cell competition, as observed by others^11^,^12^. However, to our surprise, we found that sustained contact with wild-type cells is not sufficient for elimination of *scrib*^*KD*^ cells (Fig. 1d, black arrow and Supplementary Movie 2) and that *scrib*^*KD*^ clones are efficiently eliminated only when fully surrounded by wild-type cells (Fig. 1d, white arrow and Supplementary Movie 2). This suggested that a type of exchange other than molecular signalling (which would be enabled by contact) may be needed, and prompted us to look for differences between *scrib*^*KD*^ clones that were surrounded and peripheral clones that were simply contacted.

One striking feature of surrounded clones, which is not shared by peripheral clones, is that they reach a dramatically higher cell density than confluent *scrib*^*KD*^ pure cultures (Fig. 1e–g and Supplementary Fig. 1e). *scrib*^*KD*^ cells acquire a flattened morphology upon gene silencing^23^,^25^, which at confluence results in a much lower (∼1/3) final density compared with wild-type cells (Fig. 1e–g). However, *scrib*^*KD*^ clones surrounded by wild-type cells do not flatten and reach a density that is ∼4.5-fold higher than that of pure *scrib*^*KD*^ cultures (Fig. 1e–g). Furthermore, competing *scrib*^*KD*^ cells are taller than when grown in single cultures (Fig. 1h–j). Together, this indicates that as a result of their interaction with wild-type cells, *scrib*^*KD*^ cells become more compacted than in their default state and this correlates with and precedes their elimination.

We next asked whether cell compaction plays a role in *scrib*^*KD*^ cell elimination, by assessing its effect on *scrib*^*KD*^ cells in complete absence of wild-type cells. To that end, we used micropatterns to form *scrib*^*KD*^ microcultures of a defined, homogenous density and size (Ø=800 μm, ref. 26). When plated at high density, control cells that had not undergone *scribble* silencing (without tetracycline, −TET) continued to grow until they reached a maximal density of 61±4 cells per 10,000 μm^2^, which they maintained homeostatically (Fig. 1k,l and Supplementary Movie 3, left), as previously shown^27^,^28^. Remarkably, *scrib*^*KD*^ cultures (+TET) instead saw their numbers and densities drop (Fig. 1m,n, dark green and Supplementary Movie 3, right), due to a combination of increased cell death and extrusion, the same two events that lead to the elimination of *scrib*^*KD*^ cells during cell competition (Supplementary Movie 1, left and ref. 23). Notably, *scrib*^*KD*^ cells seeded at a lower density maintained that initial density (Fig. 1n, light green) indicating that the drop in cell number observed at higher density is not a general response of *scrib*^*KD*^ cells to plating. This suggested that *scrib*^*KD*^ cells are hypersensitive to compaction. To test this directly, we seeded confluent monolayers of control (−TET) or *scrib*^*KD*^ (+TET) cells on stretched polydimethylsiloxane (PDMS) substrates, which we then released to induce cell compression^27^. Control cultures showed no increase in apoptosis upon compression (Fig. 1o–q). The *scrib*^*KD*^ cells, however, displayed a 3-fold increase in apoptosis over their uncompressed baseline cell death, which was already higher than control (Fig. 1p,q). Altogether, these experiments show that *scrib*^*KD*^ cells display hypersensitivity to cell density and cannot sustain levels of crowding normally reached by wild-type cells. They further indicate that compaction of *scrib*^*KD*^ cells into higher cell densities, like those imposed on them by wild-type cells during competition, is sufficient to induce cell death. This suggests that wild-type cells eliminate *scrib*^*KD*^ cells through crowding-induced compaction. We name this new mode of selective elimination of one cell population by another due to differential sensitivity to crowding ‘mechanical cell competition', to contrast it with forms of cell competition that rely on molecular exchange.

### Corralling promotes but is not needed for *scrib* ^*KD*^ elimination

As shown in Fig. 1f,g, in subconfluent competing cultures, the density of *scrib*^*KD*^ cells surpasses that of surrounding wild-type cells. This indicates that their acquired density does not simply reflect the density of the mixed culture, but is the result of an active process. To understand how *scrib*^*KD*^ cells become compacted during competition, we plated cells at low density and observed what happens when wild-type and *scrib*^*KD*^ clones first come into contact. Strikingly, we saw that, on contact, both *scrib*^*KD*^ and wild-type cells engage in collective cell migration (Fig. 2a and Supplementary Movie 4). This behaviour was specific to wild-type/*scrib*^*KD*^ encounters, as it was not observed upon homotypic encounters of either cell population (Fig. 2b and Supplementary Movie 5). Interestingly, this migration was highly directional with *scrib*^*KD*^ cells always at the migrating front and, conversely, wild-type cells always at the back. We next characterized this migratory behaviour and assessed its contribution to cell compaction and elimination. First, we repeated the above experiment using a fluorescent nuclear label in each population to facilitate cell tracking (Fig. 2c). Kymograph analysis showed rapid activation of collective cell migration at the time of contact between wild-type and *scrib*^*KD*^ cells, with both populations moving synchronously (Fig. 2d, top and Fig. 2e). By contrast, similar kymographs of homotypic collisions did not show significant cell displacement (Fig. 2d, centre and bottom; and Fig. 2e). To further characterize the features of this collective cell migration, we carried out single-cell tracking of both cell populations before and after contact. The analysis of individual cell trajectories shows that single-cell movement is faster and more persistent for both wild-type and *scrib*^*KD*^ cells upon heterotypic collision (Fig. 2f and Supplementary Fig. 2a–d). We then looked more closely at the dynamic interplay between wild-type and *scrib*^*KD*^ cells at the onset of migration. Interestingly, analysis of cell shape at the interface between the two populations revealed that both wild-type and *scrib*^*KD*^ cells become elongated at the site of contact (Fig. 2g,h), indicating that they are under anisotropic stress. Moreover, the cells in both populations move in the direction of their short axis (Fig. 2i), suggesting that they could be locally compressed. This could be the result of wild-type cells beginning migration and locally ‘piling up' against the *scrib*^*KD*^ cells. In agreement with this, particle image velocimetry (PIV) and single-cell tracking revealed that wild-type cells begin migrating towards *scrib*^*KD*^ cells on average ∼2 h before the *scrib*^*KD*^ cells start migrating away (Fig. 2j,k and Supplementary Movie 6). Together, the chronology of these events and the local cellular deformations suggest that cells might engage in a behaviour similar to the ‘chase and run' migration reported for other cell types^29^. These experiments do not distinguish whether *scrib*^*KD*^ cells are pushed by wild-type cells or, conversely, whether *scrib*^*KD*^ cells self-compact to avoid closer interaction wild-type cells. However, it is clear that as migration progresses, *scrib*^*KD*^ cells become corralled by wild-type cells and are compacted and eliminated (Supplementary Movie 7), indicating that this behaviour may facilitate compaction and outcompetition of *scrib*^*KD*^ cells.

To directly test the relevance of directional cell migration in the elimination of *scrib*^*KD*^ cells, we next sought to disrupt this behaviour. Adhesion molecules play an important role in collective cell migration^30^ and have also been implicated in ‘chase and run' among mesenchymal cells^29^. In addition, *scribble* downregulation has previously been shown to induce intracellular accumulation of E-cadherin^23^,^31^ and we found that it causes an increase of both total and cell surface E-cadherin levels (Supplementary Fig. 2e–g). We therefore reasoned that targeting E-cadherin-mediated adhesion might disrupt directional migration between the wild-type and *scrib*^*KD*^ cells. We undertook two separate approaches and found that either blocking E-cadherin function in both populations, through a combination of low calcium and addition of a blocking antibody (Fig. 2l–o and Supplementary Movie 8), or silencing E-cadherin only in wild-type cells (*E-cad*^*KD*^ (ref. 32); Fig. 2p) was sufficient to inhibit directional migration. Interestingly, disruption of E-cadherin inhibited active cell compaction (Fig. 2l,m, Supplementary Movie 8 and quantification in Fig. 2n) and resulted in delayed elimination of *scrib*^*KD*^ cells (Fig. 2l,m, Supplementary Movie 8 and quantification in Fig. 2o). However, it did not rescue the *scrib*^*KD*^ cells from cell competition, since they were eventually eliminated as the culture became progressively more crowded due to proliferation (Fig. 2l,m and Supplementary Movie 8).

Having established that E-cadherin-mediated adhesion is involved in contact-induced migration between wild-type and *scrib*^*KD*^ cells, we next asked whether the upregulation of E-cadherin observed in *scrib*^*KD*^ cells (Supplementary Fig. 2e–g) plays a role in this directional cell movement. We therefore generated an inducible double *scrib*^*KD*^ *E-cadherin* knockdown cell line (*scrib*^*KD*^ *E-cad*^*KD*^) and specifically selected clones that displayed partial silencing, enough to bring E-cadherin down to wild-type levels (Fig. 2q, right panel and Supplementary Fig. 2h,i). Indeed, partial downregulation of E-cadherin inhibited contact-induced migration, suggesting that high E-cadherin levels in the *scrib*^*KD*^ cells are required for this process (Fig. 2q and Supplementary Movie 9). As expected, these clones were still outcompeted by wild-type cells (Supplementary Fig. 2j). In contrast, we found that E-cadherin upregulation alone is not sufficient to cause contact-induced migration, as cells overexpressing E-cadherin at levels comparable to those of *scrib*^*KD*^ cells (Supplementary Fig. 2k) did not engage in directional cell migration with wild-type cells upon contact (Supplementary Fig. 2l). Altogether, we conclude that directional cell migration, by enabling corralling and active compaction of *scrib*^*KD*^ cells, promotes but is not required for mechanical cell competition, and that E-cadherin is necessary for corralling and active compaction but it does not impact on loser cell status.

### p53 is activated in *scrib* ^*KD*^ cells before cell competition

Key to the outcompetition of *scrib*^*KD*^ cells is their hypersensitivity to compaction (Fig. 1k–q). 

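MDCK is an established line of dog kidney epithelial cells. In the *scrib* KD line, tetracycline (TET) switches on a short hairpin RNA against *scribble*, so the same cells without TET served as the control, and *scrib* RES is an isolate of the *scrib* KD line that survived prolonged culture in TET. For the transcriptomes, 1300000 cells were plated per dish, 10 μg/ml TET was given to the +TET groups, and RNA was collected after 67 h. The labels list 3 experiments with 2 libraries of each population sequenced in them, numbered here as replicates 1 and 2 (experiment 1), 3 and 4 (experiment 2) and 5 and 6 (experiment 3). There were 6 control libraries and 6 *scrib* KD +TET libraries, and 4 *scrib* RES +TET libraries, from experiments 2 and 3 only; the legend of Fig. 3 counts experiments, giving 3 biological replicates of *scrib* KD −/+TET and 2 of *scrib* RES. Control replicate 2 was sequenced in 2 runs. Their read numbers differed by about sampling noise, with a chi-square per transcript of 1.12 against 25.31 between the 2 control replicates of that experiment, and they were averaged and counted as 1 sample. The authors mapped the reads to the dog genome (CanFam3.1), counted those overlapping each of 21571 transcripts and deposited them as RPKM, the number of reads relative to the length of the transcript and to the reads of the library. The values move in steps of whole reads, from which library totals were recovered. Reads on transcripts numbered 13996565 to 28991455 per control library (median 20252806), 16725007 to 29002711 per *scrib* KD library (median 21475928.5) and 12612666 to 21037623 per *scrib* RES library (median 17778995.5). With 3 reads on a 2 kb transcript, the smallest RPKM a library could show lay between 0.0517 and 0.1189, counting error only. Pairs of populations were compared with limma on log2(RPKM + 0.1), so fold changes of low transcripts are understated. A transcript was tested when every replicate of at least 1 condition had an RPKM above 5 and the replicates lay within 2-fold of each other, and was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 0.5. The targeted gene was examined first. Scrib (XM_003431819.1) had 28.9 ± 3.65 RPKM (SD, n = 6) in control cells, 12.9 ± 2.69 (SD, n = 6) in *scrib* KD cells and 13.3 ± 1.23 (SD, n = 4) in *scrib* RES cells, and its transcript was covered by 767 to 3533 reads per library. Its log2 fold change was -1.17 (standard error 0.13, limma adjusted p = 3.9e-05) in *scrib* KD over control and -1.11 (adjusted p = 0.00021) in *scrib* RES over control, with every library of either population below every control library. Between *scrib* RES and *scrib* KD the log2 fold change was 0.06 (standard error 0.15, limma adjusted p = 0.83), being -0.40 in experiment 2 and 0.24 in experiment 3. In experiment 2 both *scrib* RES libraries (12.4 and 12.2 RPKM) lay below both *scrib* KD libraries (16.2 and 16.2). In experiment 3 they lay above them (14.8 and 13.9 against 12.1 and 12.0). The small mean thus comes from opposite shifts and does not show an equal level.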

To identify genes and pathways involved in this behaviour, we carried out transcriptional profiling of *scrib*^*KD*^ cells (*scrib*^*KD*^ +TET) and compared it with the transcriptomes of control MDCK cells (*scrib*^*KD*^ −TET) and, importantly, of an isolate of *scrib*^*KD*^ cells that is resistant to cell competition (*scrib*^*RES*^). Despite maintaining *scribble* gene knockdown (Supplementary Fig. 3a), the *scrib*^*RES*^ cells do not display elevated E-cadherin (Supplementary Fig. 3b), do not engage in contact-induced migration with wild-type cells (Supplementary Fig. 3c) and are not outcompeted in cell competition assays (Supplementary Fig. 3d and Supplementary Movie 10). 

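Of 9691 transcripts tested between *scrib* KD and control cells, 923 were differentially expressed by limma, 412 higher and 511 lower in *scrib* KD. Of 10342 tested between *scrib* RES and *scrib* KD cells, 151 were, 58 higher and 93 lower in *scrib* RES. The groups were of unequal size, 6 libraries against 6 in the first comparison and 4 against 6 in the second. Among transcripts with a gene name that changed the same way in every experiment, the largest rises in *scrib* KD over control were those of Abcb1a (AF045016.1, log2 fold change 2.87, standard error 0.30, adjusted p = 2e-05), Cdkn1a (2.06) and Plat (1.83), and the largest falls those of Ido2 (-2.18), Fgfbp1 (-1.95) and Tspan33 (-1.69). Abcb1a was low in control cells, at 1.21 ± 0.596 RPKM (SD, n = 6) against 8.59 ± 1.49 (SD, n = 6) in *scrib* KD cells. In *scrib* RES over *scrib* KD the largest rises were those of Bbox1 (XM_534096.3, log2 fold change 2.47, adjusted p = 0.0071), Fgfbp1 (1.69) and Enpp5 (1.29), and the largest falls those of Abcb1a (-1.97), Sytl1 (-1.69) and Cdkn1a (-1.46); the names Bbox1 and Enpp5 come from Supplementary Data 2 alone, in which 34 of the 306 transcripts it shares with Supplementary Data 1 carry another name than they do there.
The labels give each library an experiment and a replicate number within it, and do not state that equal numbers of different populations are matched. Across transcripts, deviations from the group means had a mean correlation of 0.58 between *scrib* KD and control libraries of the same number, 0.66 between libraries of the same experiment with another number and -0.31 between experiments; for *scrib* RES and *scrib* KD these were 0.34, 0.34 and -0.17. Libraries thus deviated together by experiment, and those of equal number no more than others of the same experiment. Same-numbered pairs of one experiment are therefore not independent of each other. With the experiment as a block, 1015 transcripts were called between *scrib* KD and control and 757 between *scrib* RES and *scrib* KD; with the number 1 to 6 as the block, 1013 and 404. Averaging the 2 libraries of each experiment, without a block, leaves the legend's number of biological replicates. This gave 199 transcripts for *scrib* KD over control and 0 for *scrib* RES over *scrib* KD, with 1603 and 463 at an unadjusted p under 0.05. The 463 are less than a share of 0.05 of the 10342 tested, so no more than chance alone would give. The 1603 of 9691 are more than that share.
Distance was measured over the 10803 transcripts expressed in replicates 3 to 6, which all 3 populations share. The median absolute log2 fold change of the group means was 0.195 between *scrib* KD and control and 0.181 between *scrib* KD and *scrib* RES, with Pearson correlations across transcripts of 0.9693 and 0.9784. Between same-numbered libraries, the distance to control was 0.209, 0.241, 0.254 and 0.215 in replicates 3 to 6, and that to *scrib* RES was 0.272, 0.288, 0.165 and 0.133. The distance to control exceeded the distance to *scrib* RES by 0.015 ± 0.082 (SD, n = 4). The difference was -0.063 and -0.048 in replicates 3 and 4 and 0.089 and 0.082 in replicates 5 and 6. The SD thus lies between the experiments and hardly between replicates within them. An exact sign-flip permutation test gave a two-sided p of 0.75, where 4 pairs cannot go below 0.125. It treats the pairs of one experiment as independent, which they are not, and cannot decide the order. By experiment, *scrib* KD was farther from *scrib* RES than from control in experiment 2 (difference -0.055) and nearer to *scrib* RES in experiment 3 (difference 0.085). Called within single experiments, a division chosen after seeing the data, transcripts numbered 1770 against control and 2474 against *scrib* RES in experiment 2, and 1904 and 643 in experiment 3.

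**Figure D1:**
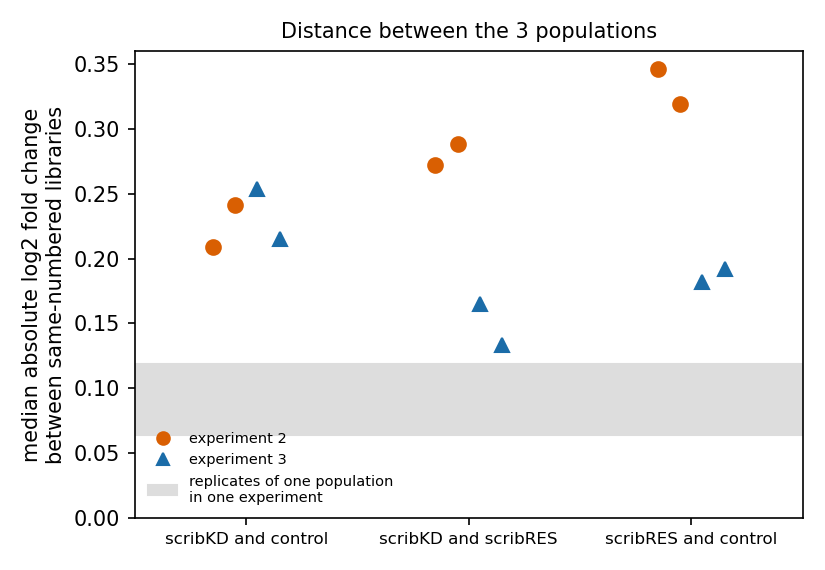
Median absolute log2 fold change (vertical axis) between same-numbered libraries for each pair of populations (horizontal axis). Circles are replicates 3 and 4 of experiment 2 and triangles replicates 5 and 6 of experiment 3. The grey band spans the 6 pairs of replicates of one population within experiment 2 or experiment 3 (0.064 to 0.119). *scrib* KD and *scrib* RES libraries lie at 0.272 and 0.288 in experiment 2, above the *scrib* KD and control pairs, and at 0.165 and 0.133 in experiment 3, below them.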

Notwithstanding these fundamental differences, we observed that the *scrib*^*KD*^ transcriptome is still substantially closer to *scrib*^*RES*^ (with 523 differentially expressed genes) than to control (*scrib*^*KD*^ −TET) cells (with 1,645 differentially expressed genes; Fig. 3a, left and Supplementary Data 1 and 2). This allowed us to rule out all genes that are differentially expressed in *scrib*^*KD*^ versus wild-type cells but are similarly expressed between *scrib*^*KD*^ and *scrib*^*RES*^, as these are clearly not sufficient to induce cell competition. Instead, we focused on the small intersection of 306 genes that are differentially expressed between wild-type and *scrib*^*KD*^ cells but are also different between *scrib*^*KD*^ and *scrib*^*RES*^ cells (Fig. 3a and Supplementary Data 3).

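Of the 923 transcripts called between *scrib* KD and control, 892 were also tested between *scrib* RES and *scrib* KD, and 828 of these were not called there. The median standard error of the log2 fold change in *scrib* RES over *scrib* KD was 0.14 among the 828; 280 of them had an unadjusted limma p under 0.05, and 56 had an absolute log2 fold change above 0.5. Among the 828, *scrib* RES lay toward control from *scrib* KD in 682 and away from it in 146. The *scrib* KD libraries enter both comparisons, which favours the former. Of the 802 that could also be tested between *scrib* RES and control, 796 lay on the same side of control in *scrib* RES as in *scrib* KD, and 367 were called. Plat (XM_539955.3) was one of these, with a log2 fold change of 1.83 in *scrib* KD over control, 1.36 (standard error 0.25, adjusted p = 0.0065) in *scrib* RES over control and -0.47 (adjusted p = 0.12) in *scrib* RES over *scrib* KD. With the experiment as a replicate block the last was -0.30 (adjusted p = 0.038), under the fold change threshold, and lower in 4 of 4 same-numbered pairs. With the experiment as a replicate block, 757 transcripts in place of 151 differed between *scrib* RES and *scrib* KD. Between *scrib* KD and control 1015 in place of 923 were then called, and 144 in place of 64 were called in both comparisons. The number called only between *scrib* KD and control thus changed little.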

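Of the 9584 transcripts tested in both comparisons, 64 were called in both, against 12.6 expected if the lists were independent. Of these, 44 were higher and 20 lower in *scrib* KD than in control cells, and 41 had a gene name. The intersection does not itself ask in which direction *scrib* RES differs from *scrib* KD. In 61 of the 64 transcripts (95.3%, 95% Wilson interval 87.1 to 98.4) the *scrib* RES value lay toward control, and in 3 it lay farther from control than *scrib* KD, one of them Cpm (XM_003431466.1), with a log2 fold change of -0.84 in both comparisons. The *scrib* KD libraries enter both comparisons, so a chance deviation in them also counts as a return toward control and as an overlap. Of the 50 transcripts that were also tested between *scrib* RES and control, 8 still differed, and 9 of 50 with the experiment as a replicate block. Sytl1 (XM_003433852.1) returned most of the way to control, with 7.07 ± 1.44 RPKM (SD, n = 6) in control, 24.5 ± 2.47 (SD, n = 6) in *scrib* KD and 7.50 ± 0.403 (SD, n = 4) in *scrib* RES cells; *scrib* RES over control was 0.11 (adjusted p = 0.65), or 0.27 with the experiment as the block (adjusted p = 0.056), and higher in 4 of 4 same-numbered pairs. The paper's Supplementary Data 3 lists 306 transcripts, of which 38 were in the intersection of 64 and 291 (95.1%) had listed fold changes toward control. With the experiment as a replicate block the intersection held 144 transcripts, and with each replicate left out in turn it held between 33 and 85.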

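Gene lists for p53 signalling (74 symbols), the cell cycle (124) and adherens junctions (78) were written before the data were examined, in place of the KEGG release the paper used. Only 13.4% of transcripts tested between *scrib* KD and control and 13.7% of those tested between *scrib* RES and *scrib* KD had a gene name, so an enrichment test against the tested transcripts was void and the members found are listed instead. In the intersection of 64 transcripts, p53 signalling was represented by Ccng1, Cdkn1a and Mdm2, the cell cycle by Cdkn1a, Crebbp and Mdm2, and adherens junctions by Crebbp and Tgfbr2. In the paper's Supplementary Data 3, p53 signalling had 6 members, among them also Rrm2 and Serpinb5. A comparison chosen after seeing the data was confined to the named genes of Supplementary Data 1. Members of the p53 signalling list made up 6 of the 249 named genes that are also in Supplementary Data 3 and 11 of the 1122 that are not, an odds ratio of 2.49 (one-sided Fisher's exact p = 0.071, Benjamini-Hochberg adjusted p = 0.11 over 3 lists). For adherens junctions the odds ratio was 3.81 (Fisher's exact p = 0.034, adjusted p = 0.1) and for the cell cycle 1.07 (Fisher's exact p = 0.52). None passed the correction, and the 3 odds ratios were not tested against each other.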

Gene Ontology term enrichment analysis highlighted p53 signalling as the top functionally enriched pathway (Fig. 3a, middle). A number of known p53 target genes were moderately upregulated in *scrib*^*KD*^ cells, suggesting p53 activation (Fig. 3a, right). 

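Cdkn1a (XM_532125.3), which encodes p21, had 143 ± 32.3 RPKM (SD, n = 6) in control, 593 ± 122 (SD, n = 6) in *scrib* KD and 212 ± 20.4 (SD, n = 4) in *scrib* RES cells. Its log2 fold change was 2.06 (standard error 0.16, limma adjusted p = 2.5e-06) in *scrib* KD over control and -1.46 (standard error 0.15, adjusted p = 0.00089) in *scrib* RES over *scrib* KD. Ccng1 (XM_536441.3) rose by 1.27 in *scrib* KD (standard error 0.11, adjusted p = 5.7e-06) and changed by -0.79 in *scrib* RES over *scrib* KD (adjusted p = 0.0016). Mdm2 (AB031276.1) rose by 0.95 (standard error 0.09, adjusted p = 1.1e-05) and changed by -0.99 in *scrib* RES (adjusted p = 0.00036). Serpinb5 (XM_533382.3) rose by 0.77 (standard error 0.16, adjusted p = 0.0032); its change in *scrib* RES over *scrib* KD, -0.71, did not pass the correction (adjusted p = 0.063) without a block and did with the experiment as a replicate block (-0.59, adjusted p = 0.0038). These 4 genes were higher in *scrib* KD in 6 of 6 same-numbered pairs.
A list of 69 direct p53 targets was also written before the data were examined. Of these, 13 had a named, tested transcript in *scrib* KD over control, with a median log2 fold change of 0.61; 7 were called higher and 2 lower, from Cdkn1a (2.06) to Notch1 (-0.93). In the p53 signalling list, 14 were tested, with a median of 0.23; 6 were called higher and 3 lower, down to Rrm2 (-1.39). As names come mostly from the paper's own lists, the 13 are not a random share of the targets. From the genes that differ in both comparisons, the enriched pathway among them and the rise of known targets, the paper proposes that p53 is activated in *scrib* KD cells.

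**Figure D2:**
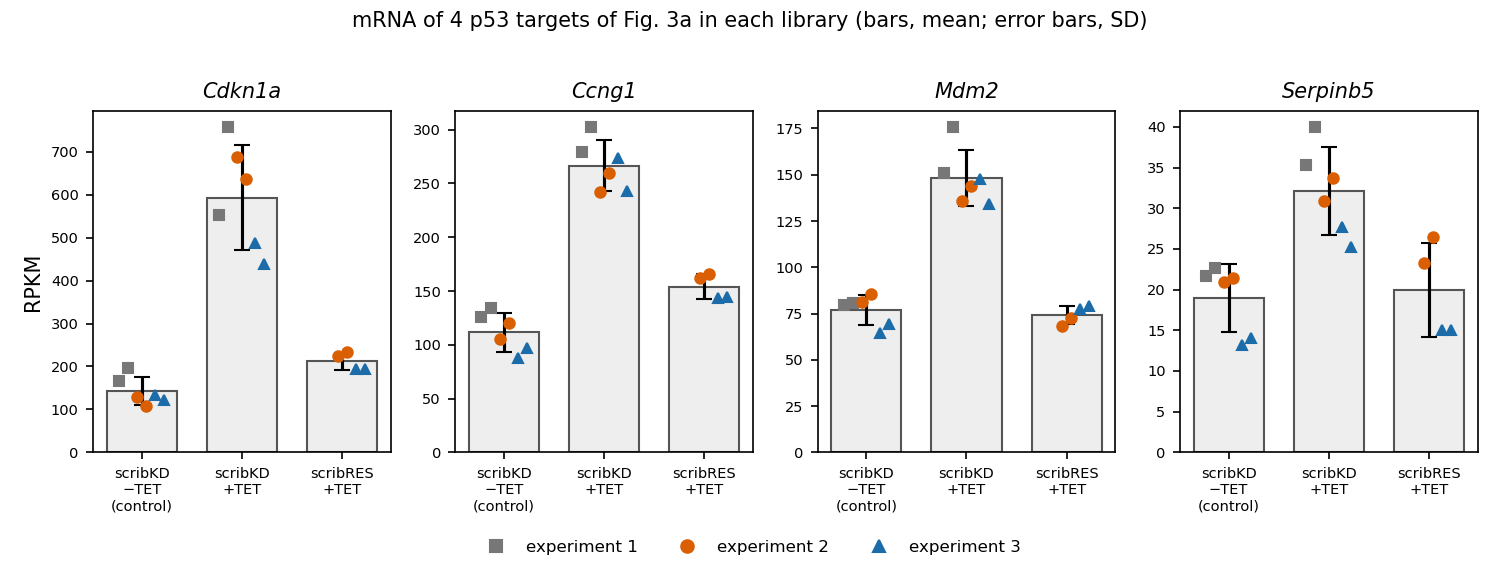
RPKM (vertical axes, one panel per gene) of 4 p53 targets of Fig. 3a in control (6 libraries), *scrib* KD (6) and *scrib* RES cells (4); bars are means, error bars SD, and points are libraries marked by experiment. Cdkn1a lies between 438 and 758 RPKM in *scrib* KD libraries, above every control library (109 to 196) and every *scrib* RES library (194 to 233).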

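At the level of mRNA, Cdkn1a, the gene of p21, had the largest log2 fold change of the 13 direct p53 targets tested in *scrib* KD over control (2.06), followed by Ccng1 (1.27). Cdkn1a stood at 167 and 196 RPKM in the control libraries of experiment 1, 130 and 109 in experiment 2 and 135 and 122 in experiment 3. In *scrib* KD libraries the values were 552 and 758, 687 and 636, and 487 and 438 RPKM in the same order. In *scrib* RES libraries they were 225 and 233 RPKM in experiment 2 and 194 and 195 in experiment 3. Between 1256 and 15822 reads per library lay on its 827 base transcript. With each replicate left out in turn, the log2 fold change stayed between 1.98 and 2.15 in *scrib* KD over control and between -1.55 and -1.39 in *scrib* RES over *scrib* KD. With the experiment as a replicate block, taking the pairing from the labels, these were 2.06 (adjusted p = 2.1e-08) and -1.39 (adjusted p = 0.00012). *scrib* RES over control was 0.59 (standard error 0.15, adjusted p = 0.027), higher in 4 of 4 same-numbered pairs, and 0.77 (adjusted p = 0.00044) with the experiment as the block; without the block, the call was lost in some fits that left out a replicate and with experiment means. Protein levels, p53 staining and the mRNAs of p53 and E-cadherin were not analysed here.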

Consistent with this, we found that p21 (a known p53 target^33^ and the most highly upregulated p53 target in our gene list; Fig. 3a) is specifically upregulated upon *scribble* knockdown in *scrib*^*KD*^ cells (Fig. 3b, Supplementary Fig. 3e and Supplementary Fig. 4d,e) but not in *scrib*^*RES*^ cells (Fig. 3b) and that p53 levels are higher in *scrib*^*KD*^ cells than in wild-type cells (Fig. 3c,d and Supplementary Fig. 3f), confirming pathway activation. Thus, *scrib*^*KD*^ cells have high baseline p53 activity and this correlates with their loser status.

### p53 is further elevated in *scrib* ^*KD*^ cells by compaction

Next we asked whether cell competition affects p53 activity. Interestingly, we found that in competing conditions, p53 levels in *scrib*^*KD*^ cells increase above their already elevated baseline level, in a way that correlates with the degree of cell compaction (Fig. 3c–e; *r*=0.56 by non-parametric Spearman correlation). This suggested that compaction increases p53 levels or, conversely, that higher p53 levels enable compaction. To distinguish between these two possibilities, we looked at how compression alone affects p53, using deformable PDMS substrates as before (Fig. 1o–q). Importantly, we found that compression alone causes an increase in p53 levels (Fig. 3f,g), as seen during competition. This indicates that cell competition induces further p53 activation in the *scrib*^*KD*^ cells via compaction-induced mechanical stress.

Given that p53 is upregulated during cell competition, we next sought to ask whether it contributes to this process. Therefore we mutated p53 in *scrib*^*KD*^ cells by CRISPR-mediated mutagenesis (*scrib*^*KD*^ *p53*^−/−^ cells, Supplementary Fig. 4a,b). The *scrib*^*KD*^ *p53*^−/−^ cells failed to upregulate p21 following ultraviolet irradiation (Supplementary Fig. 4b) or *scribble* knockdown (Supplementary Fig. 4c–e), confirming functional p53 inactivation. Strikingly, we found that p53 inactivation in *scrib*^*KD*^ *p53*^−/−^ cells was sufficient to partially rescue their low homeostatic cell density (Fig. 3h) and their hypersensitivity to compaction (Fig. 3i). Remarkably, genetic (using *scrib*^*KD*^ *p53*^−/−^ cells) or chemical (using the inhibitor Pifithrin-α) inhibition of p53 in *scrib*^*KD*^ cells was also sufficient to prevent their outcompetition (Fig. 3j and Supplementary Movie 11; Supplementary Fig. 4f). Furthermore, *scrib*^*KD*^ *p53*^−/−^ cells maintained high E-cadherin levels (Supplementary Fig. 4g) and still displayed contact-induced migration (Supplementary Fig. 4h), demonstrating again that corralling is not sufficient for competition. Altogether, we conclude that high baseline p53 activity in *scrib*^*KD*^ cells is associated with their loser status and is required for them to acquire a low homeostatic cell density and hypersensitivity to compaction, two key features of the mechanical loser status.

Interestingly, though it has long been established that *scribble*^−/−^ cells are eliminated by cell competition in *Drosophila*^34^,^35^, when we tested whether this might happen via mechanical insults in wing imaginal discs we found that, unlike in MDCK cells, *scribble*^−/−^ wing disc cells did not upregulate E-cadherin (Supplementary Fig. 5a,b) and their outcompetition was not rescued by p53 inhibition (Supplementary Fig. 5c). It is possible that *scribble*^−/−^ cells are not eliminated by mechanical cell competition in *Drosophila* or that the function of Scribble or p53 may not be conserved in this process. Alternatively and perhaps more likely, mechanical cell competition may be redundant with other mechanisms of cell competition that have been described to target *scribble*^−/−^ cells in that system^36^,^37^.

### ROCK activates p38 leading to p53 elevation and cell death

We next wondered how mechanical stress might lead to p53 activation. A potential candidate was p38 signalling, as it is required for *scrib*^*KD*^ cell competition^23^, is known to promote p53 activity^38^,^39^,^40^ and has also been involved in the response to mechanical stress^41^. Consistent with an involvement of p38, we found that compression alone causes an increase in active phosphorylated (T180/Y182) p38 (ref. 38; P-p38) in *scrib*^*KD*^ cells (Fig. 4a,b) and that chemical inhibition of this pathway partially rescues both the homeostatic density of *scrib*^*KD*^ cells (Fig. 4c) and their compaction hypersensitivity (Fig. 4d). Moreover, the upregulation of p53 in competing *scrib*^*KD*^cells was reduced by p38 inhibition (Fig. 4e). We conclude that in *scrib*^*KD*^ cells, compression induces p53 via activation of p38.

We next asked how compression of *scrib*^*KD*^ cells causes p38 activation. We monitored cytoskeletal changes induced by compression and found that both cortical Actin (by phalloidin staining) and active phosphorylated-myosin (P-Myosin) are upregulated in compacted *scrib*^*KD*^ cells during competition (Fig. 4f,g). Since the cytoskeletal regulator ROCK^42^ is one of the main kinases responsible for Myosin phosphorylation, this suggested that ROCK might be activated. Indeed P-Myosin upregulation was reduced in the presence of a ROCK inhibitor (Supplementary Fig. 6a,b) and the ROCK target phospho-MYPT1 (ref. 43; p-MYPT1) was also elevated in compacted *scrib*^*KD*^ cells (Fig. 4h), indicating that ROCK is activated in compacted *scrib*^*KD*^ cells. This was potentially relevant because ROCK has been shown to phosphorylate p38 (ref. 44). Thus, to ask whether ROCK is upstream of p38 activation, we compressed pure cultures of *scrib*^*KD*^ cells in the presence or absence of a ROCK inhibitor and looked at P-p38 levels. ROCK inhibition led to a partial reduction of P-p38 levels, thus placing ROCK upstream of p38 signalling (Fig. 4i,j). In addition, ROCK inhibition was sufficient to partially rescue the homeostatic density of *scrib*^*KD*^ cells (Fig. 4k) and compression-induced cell death (Fig. 4l). Importantly, inhibition of ROCK was also sufficient to prevent the out-competition of *scrib*^*KD*^ cells, with no appreciable cell death observed even though cells were compacted far beyond standard competition densities (Fig. 4m and Supplementary Movie 12). Altogether, these experiments indicate that mechanical cell competition is caused by compaction-induced ROCK activation, which activates p38, leading to p53 elevation and cell death. Interestingly, ROCK has also been implicated in apical extrusion of dying or crowded MDCK cells^45^,^46^. However, in the case of Scribble competition, ROCK has a different function, as it is involved in p53 activation and cell death. In addition, while in that context ROCK was activated by S1P2 and Piezo signalling^45^,^46^, inhibition of these pathways had no effect on Scribble cell competition (Supplementary Fig. 7a,b), suggesting a distinct upstream activation mechanism.

### p53 activation turns wild-type cells into mechanical losers

Finally, we decided to address how *scribble* knockdown earmarks cells as losers. Our data indicated that a loser cell status is not an obligate outcome of *scribble* silencing, as we could isolate *scrib*^*KD*^ cells that are competition resistant (*scrib*^*RES*^ cells; Supplementary Fig. 3d). Instead, our data showed that p53 is necessary for competition and that mild p53 elevation is required for *scrib*^*KD*^ cells to acquire key features of the mechanical loser status (Fig. 3h,i). This prompted us to investigate whether p53 might actually be sufficient to induce the mechanical loser status and cell competition. Nutlin-3, a chemical inhibitor of the E3 ubiquitin ligase MDM2 (Mouse Double Minute 2 (ref. 47)), activates p53 in a dose-dependent manner. This allowed us to establish conditions to induce mild p53 activation in wild-type MDCK cells. Strikingly, low-level p53 activation was sufficient to induce cell flattening (Fig. 5a) and to lower the homeostatic density of wild-type cells (Fig. 5b). Remarkably, Nutlin-3 treatment was also sufficient to induce compaction hypersensitivity (Fig. 5c). Thus, mild p53 activation is sufficient to induce in wild-type cells all the features that we observed in *scrib*^*KD*^ cells that are hallmarks of their mechanical loser status. Therefore, we next asked whether differential p53 levels are sufficient to induce mechanical cell competition. To test this, we generated a p53 knockout cell line (*p53*^−/−^), which we then co-cultured with wild-type cells. Not surprisingly, simply mixing wild-type and *p53*^−/−^ cells was not sufficient to induce competition (Supplementary Fig. 8a). Strikingly however, mild p53 activation in wild-type cells, by Nutlin-3 addition at sublethal doses, caused the elimination of these cells specifically in the co-culture, but not when they were cultured alone (Fig. 5d, Supplementary Fig. 8b and Supplementary Movie 13). Importantly, p53-induced cell competition was indistinguishable from *scribble* cell competition, as it resulted in loser cell compaction (Fig. 5e) and only caused elimination when cells were compacted by *p53*^−/−^ cells (Fig. 5d). Overall, these results demonstrate that mild elevation of p53 is sufficient to phenocopy Scribble cell competition and induce both hypersensitivity to cell crowding and the mechanical loser status in otherwise wild-type cells.

To demonstrate the existence of p53-mediated mechanical cell competition beyond the MDCK experimental paradigm, we turned to primary cultures of epithelial cells, specifically to mouse tracheal epithelial cells (MTECs), and looked for evidence of this process. Under normal conditions, confluent MTEC monolayers show little proliferation or change in cell density (Fig. 5f,g, compare first and second time points, and Supplementary Movie 14, left, before Nutlin-3 addition). Interestingly however, when we induced mild elevation of p53 (by Nutlin-3 treatment) in these cultures, we found that this results in a 26% average reduction in cell density, accompanied by cell extrusion, suggesting acquired hypersensitivity to crowding (Fig. 5f,g, compare before and after Nutlin-3 addition, and Supplementary Movie 14, left, after Nutlin-3 addition). To test whether differential levels of p53 could induce cell competition in MTECs, we mixed Tomato-labelled wild-type MTECs (MTEC Tomato; from *Rosa*26R-nTomato-nGFP mice^48^) either with unlabelled wild-type MTECs or with unlabelled p53 null MTECs (MTEC *p53*^−/−^; from p53 null mice). Before Nutlin-3 addition, the proportion of wild-type (Tomato) MTECs in the monolayer did not change for several days when co-cultured with either *p53*^−/−^ cells or more wild-type cells (Fig. 5f–i, first two time points, and Supplementary Movie 14, before Nutlin-3 addition). However and strikingly, Nutlin-3 addition induced robust cell competition specifically in wild-type/*p53*^−/−^ MTEC co-cultures, causing the number of wild-type cells to plummet within 6 days to ∼17% of their starting number, with pronounced cell death and fragmentation (Fig. 5h,i and Supplementary Movie 14, right). Thus, mild p53 elevation is sufficient to induce crowding hypersensitivity and mechanical cell competition in MTEC cultures.

## Discussion

In summary, our work demonstrates that in addition to molecular signals, cells use mechanical means to compete (see model in Fig. 5j,k), a concept that had previously only been speculated about and proposed on theoretical grounds^19^,^49^. We show that hypersensitivity to crowding provides an additional route to the loser cell status, leading to mechanical cell competition and the elimination of loser cells. One interesting prediction of our findings is that they suggest that competition could take place between genetically identical cells if they are endowed with differential sensitivity to mechanical stress or if they reside in tissues with varying mechanical properties^50^,^51^, a hypothesis that should be investigated. In addition, given the involvement of p53, a general sensor of cell stress, we suggest that mechanical cell competition may be widespread among the damaged cells. Moreover, future work should also examine the implications of our findings on the behaviour of cancer cells. Since *p53* is one of the most commonly mutated genes in cancer^52^, our findings suggest that its loss could enable neoplastic cells (*scribble* is a tumour-suppressor gene^53^,^54^) to evade mechanical cell competition. Identifying the physiological contexts where mechanical cell competition plays a role may help better understand tissue biology and potentially cancer formation.

*Note added in proof*: Evidence of mechanical competition in *Drosophila* was reported just prior to acceptance of this work^55^.

## Methods

### Antibodies and materials

For immunofluorescence we used:

Rabbit anti-p53 antibody (1:750, Cell Signaling Technology #9382), rabbit anti-p21 antibody (1:200, Santa Cruz sc-397). In functional tests, both antibodies show an increase in staining intensity +ultraviolet-C treatment and a reduction or complete absence of staining in *scrib*^*KD*^ *p53*^−/−^ and *p53*^−/−^ cells (Supplementary Fig. 4b). In addition, the anti-p21 antibody is documented to cross-react in canine. Mouse anti-E-cadherin antibody (1:600 total stain or 1:200 surface stain^56^), rabbit anti-E-cadherin antibody (1:500 total stain or 1:50 surface stain^57^), both documented to cross-react in canine. Rabbit anti-P-p38 MAPK (T180/Y182) antibody (1:50, Cell Signaling Technology #9215) was used as in Norman *et al*.^23^ Rabbit anti-P-Myosin light chain (phospho S20) antibody (1:100, Abcam ab2480), predicted to cross-react with all mammals. Goat p-MYPT1 (Thr 853) (1:50, Santa Cruz sc-17432) antibody, documented to cross-react in canine. Rabbit anti-cleaved Caspase-3 antibody (1:200, Cell Signaling Technology #9661s), predicted to cross-react in canine based on 100% sequence homology. DAPI (1 μg ml^−1^ Invitrogen); Alexa Fluor conjugated secondary antibodies (1:1,000, Invitrogen); Alexa Fluor-568 and Alexa Fluor-647 conjugated phalloidin (1:40, Invitrogen).

For western blotting we used:

Rabbit anti-p53 antibody (1:1000, Cell Signaling Technology #9382), rabbit anti-p21 antibody (1:500, Santa Cruz sc-397). Goat anti-Scribble antibody (1:500, Santa Cruz sc-11048), functional tests show a decrease in signal intensity in *scrib*^*KD*^ cells +TET and it is documented to cross-react in canine (Supplementary Fig. 3a). Mouse anti-E-cadherin antibody (1:1,000; (ref. 56)), rabbit anti-β-tubulin antibody (1:50,000, Abcam ab6046), HRP conjugated secondary antibodies (1:3,000, Bio-Rad) and IRDye infrared fluorescent dyes (1:10,000, LI-COR).

Inhibitors and treatments were used at the following concentrations: Pifithrin-α (Sigma) 10 μM, p38 inhibitor SB202190 (Calbiochem) 10 μM, ROCK inhibitor Y27632 (Sigma) 30 μM, Piezo inhibitor gadolinium III chloride (Sigma) 100 μM, S1P2 inhibitor JTE013 (Tocris Bioscience) 10 μM, tetracycline (Sigma) 5 μg ml^−1^ (except for pre-treating *scrib*^*KD*^ cells for RNA-seq analysis where it was used at 10 μg ml^−1^), doxycycline (Sigma) 1 μg ml^−1^, Nutlin-3 (Cayman Chemicals) was added as specified.

### Cell culture and plasmids

The cell lines used in this publication are not listed in the database of misidentified cell lines maintained by ICLAC. MDCK cell lines were authenticated in our laboratory by RNA sequencing, which confirmed their canine origin. All cell lines used in this publication have been tested in our laboratory and were found to be negative for mycoplasma infection (EZ PCR Mycoplasma Test Kit, Geneflow).

Wild-type MDCK, MDCK-pTR *E-cadherin* shRNA (*Ecad*^*KD*^)^32^ and MDCK-pTR *scribble* shRNA (*scrib*^*KD*^) cells^23^ were a kind gift from Yasuyuki Fujita. Wild-type and *E-cad*^*KD*^ MCDK cells were cultured in DMEM (21885; Invitrogen) supplemented with 10% fetal bovine serum (FBS, Invitrogen) in a humidified incubator at 37 °C with 5% CO_2_. The *scrib*^*KD*^ cells were cultured as described for wild-type cells with the addition of blasticidin 50 μg ml^−1^ (Sigma) and G418 800 μg ml^−1^ (Invitrogen) to the culture media. To establish MDCK cell lines that stably express a nuclear green fluorescent protein (GFP) or red fluorescent protein (RFP) marker, we used a modified pGIPZ-turboGFP-Puro (Thermo Scientific) plasmid where we replaced turbo-GFP with either GFP-NLS or RFP-NLS. Selection following infection was carried out with puromycin (0.65 μg ml^−1^, Sigma).

Resistant *scrib*^*KD*^ MDCK cells (*scrib*^*RES*^) were generated by culturing MDCK-pTR *scribble* shRNA cells in 5 μg ml^−1^ tetracycline for 20 days. The resulting final population was expanded in the absence of tetracycline and tested for efficient Scribble knockdown by western blotting.

The MDCK *p53*^−/−^ and *scrib*^*KD*^ *p53*^−/−^ cells were generated using Cas9 D10A CRISPR technology. sgRNAs against canine TP53 were manually designed following published guidelines^58^

(p53_CRISPR#1_Fw: 5′-GCAGAAGTGGCTGGCATCCT-3′, p53_CRISPR#2_Fw: 5′-CCCTGGACCGGCCCCCTCC-3′).

sgRNAs were individually cloned into the PX461 vector^58^ and the pair was co-transfected into recipient cells. Pools of both *p53*^−/−^ and *scrib*^*KD*^ *p53*^−/−^ cells were generated by functional selection with Nutlin-3 (20–30 μM) for 5–7 days and either used immediately or expanded from single cells. p53 knockout was verified by functional tests.

To knock down E-cadherin expression in MDCK *scribble* shRNA cells (*scrib*^*KD*^ *E-cad*^*KD*^), the recipient cells were stably transfected with a modified version (pSUPERIOR.hygro+gfp *E-cadherin* shRNA) of a plasmid provided by Yasuyuki Fujita (pSUPERIOR.neo+gfp *E-cadherin* shRNA^32^). Selection was carried out with Hygromycin B (75 μg ml^−1^, Invitrogen). To overexpress E-cadherin in wild-type MDCK cells, the E-cadherin-GFP cDNA^59^ was introduced into a modified pTRIPZ-turboRFP-Puro plasmid (Thermo Scientific) in which turboRFP was replaced by RFP-NLS (pTRIPZ-RFP-NLS-Puro). The cells infected with the pTRIPZ ECAD-GFP-P2A-RFP-NLS construct express doxycycline-inducible E-cadherin-GFP and RFP-NLS as a single transcript. Selection following infection was carried out with puromycin (0.65 μg ml^−1^, Sigma).

Primary mouse tracheal epithelial cells (MTECs) were obtained from 5-month-old animals from 26R-Tomato (*Gt(ROSA)26Sor*^tm1(CAG-tdTomato*,-EGFP*)Ees^) and p53-null (*Trp53*^*tm1tyj*^) strains, both of C57BL/6 background, using a protocol adapted from published methods^60^. Tracheas were dissected from the larynx to the bronchial main branches and collected in ice-cold DMEM:F12 (11330-32; Invitrogen) supplemented with a solution of 100 units ml^−1^ penicillin and 100 μg ml^−1^ streptomycin (Invitrogen). The muscle, vascular tissue and glands were then removed and the trachea cut into three to four rings. Each fragment was washed in phosphate-buffered saline (PBS) and then incubated in Dispase (BD Biosciences) at 7.5 Caseinolytic Units in PBS (total volume 450 μl per trachea) for 25 min at room temperature (RT). Tracheal fragments were then transferred into ice-cold DMEM:F12 and the sheets of epithelial tissue were peeled off. The epithelial sheets and medium were transferred to an ice-cold 1.5 ml tube, and pelleted twice at 500 *g* for 3 min with a PBS wash in between. The pellets were resuspended in 0.05% TE (Invitrogen) supplemented with 5 mM EDTA for 30 min at 37 °C. Five hundred microlitres of DMEM:F12 supplemented with 5% FBS was added to stop the reaction. The cells were pelleted (500 *g*, 3 min), resuspended in MTEC/Plus media and plated on collagen-coated (50 μg ml^−1^ rat tail collagen I (BD Biosciences)/0.02 M acetic acid) 24-well tissue culture inserts (BD Falcon) in MTEC/Plus media at approximately 5 × 10^4^ cells per insert. The MTEC cells were cultured in MTEC/Plus media consisting of: DMEM:F12 basal media supplemented with a solution of 100 units ml^−1^ penicillin and 100 μg ml^−1^ streptomycin, 10 μg ml^−1^ insulin (Invitrogen), 5.5 μg ml^−1^ transferrin (Invitrogen), 6.7 μg ml^−1^ selenium (Invitrogen), 0.1 μg ml^−1^ cholera toxin (Sigma), 25 ng ml^−1^ epidermal growth factor (R&D Systems), 30 μg ml^−1^ bovine pituitary extract (Invitrogen), 5% FBS, 15 mM HEPES and 0.01 μM freshly added retinoic acid (Sigma) in a humidified incubator at 37 °C with 5% CO_2_.

### Conditioned media and transwell assays

For competition-conditioned medium experiments, media were conditioned for 48 h by cultures of GFP-labelled *scrib*^*KD*^ and wild-type cells with (competition condition) or without (mock condition) tetracycline. Recipient GFP-labelled *scrib*^*KD*^ cells were pre-treated with tetracycline for 24 h and 10,000 cells per well were seeded into 24-well plates with 1 ml of conditioned medium. For transwell assays, GFP-labelled *scrib*^*KD*^ cells (10,000 per well) were seeded at the bottom of a 24-well plate. Co-cultures at a ratio of 1:10 (GFP-labelled *scrib*^*KD*^: wild-type or GFP-labelled *scrib*^*KD*^: *scrib*^*KD*^) were plated onto a transwell insert (3.0 μm pore size-polyester membrane, Corning) at 1,500 cells per insert). All *scrib*^*KD*^ and GFP-labelled *scrib*^*KD*^ cells were pre-treated for 24 h with tetracycline before plating.

### Fences system

Where applicable, immunofluorescence of cell competition was carried out in a 24-well plate using ‘fences' (Aix Scientifics, http://www.aix-scientifics.co.uk/en/fences.html). The system allows two different populations of cells to be seeded on either side of a silicone barrier, thus allowing experimental and control conditions to be cultured, treated, imaged and (where applicable) stained within the same well/coverslip.

### Cell competition and contact-induced migration assays

Cell competition assays on MDCK cells were carried out in 24-well plate fences. Control cultures were plated in the centre of the fence (1,000 cells per fence) at a ratio of 1:10 GFP-labelled *scrib*^*KD*^: *scrib*^*KD*^. Competition cultures were seeded on the outside of the barrier (8,000 cells per fence) at a ratio of 1:10, *scrib*^*KD*^: wild-type cells. The fences were removed approximately 5 h after plating and the culture medium was replaced with or without addition of tetracycline. Twenty hours later, the culture medium was replaced with phenol red-free DMEM (+10% FBS and 1% L-glutamine, Invitrogen) with or without tetracycline. Where specified, the chemical inhibitors were also added at this point, except for the ROCK, Piezo and S1P2 inhibitors, which were added after an additional 24 h. Live imaging was started 2–4 h after the final media change and was continued for at least 50 h with regular media changes every 2–3 days.

For cell migration assays, the cells were seeded as for competition assays, except that they were plated at a lower density (1,000 cells in the centre of the fence, 2,000–5,000 cells in the outer chamber) and imaged more frequently (every 10 min to every 2 h). Alternatively, where specified, cells for competition or migration assays were plated on gridded tissue culture plates (μ-Dish 35 mm Grid-500, Ibidi) at 6,250 cells per plate. This allowed us to find specific clones of cells for immunofluorescence analysis after live imaging had finished. Co-cultures, unless otherwise specified, were plated at a ratio of 1:10 (*scrib*^*KD*^: wild-type).

The MTEC cells were plated in collagen-coated tissue culture inserts and allowed to grow for approximately 2 weeks until they reached homeostatic density before commencing experiments. In control cultures, wild-type (unlabelled) cells were plated with wild-type *Rosa*26R-Tomato (nuclear red) cells (MTEC Tomato)^48^ cells at a 2:1 ratio. In competition cultures, unlabelled p53-null cells (MTEC *p53*^−/−^) and wild-type *Rosa*26R-Tomato cells (MTEC Tomato) were plated at a 2:1 ratio. Nutlin-3 was added at 17.5 μM on day 3 of live imaging. The medium was changed every 2 days.

### Homeostatic cell density assays

These assays were carried out in 96-well plates. GFP-labelled *scrib*^*KD*^ and *scrib*^*KD*^ *p53*^−/−^ cells (8,000–12,000 cells per plate) were pre-treated with tetracycline for 12 h before plating where applicable, in the presence or absence of inhibitors. Where applicable, Nutlin-3 was added 24 h after plating. The whole well was then imaged and the individual images were stitched together for further analysis to obtain data on total cell number and density. The plates were imaged every 6 h and cell culture medium and drug treatments were changed every 2 days.

### Micropattern assays

For assays in micropatterns, GFP-labelled *scrib*^*KD*^ cells with or without tetracycline pre-treatment (72 h) were plated onto circular adhesive patterns (Ø 800 μm) within a PEG cell-repellent surface^26^,^61^. The cells were flushed with culture medium 5 h after plating and the medium was replaced with phenol red-free DMEM (+10% FBS and 1% L-glutamine, Invitrogen) with or without tetracycline. Cell culture medium and drug treatments were changed every 2 days.

### PDMS-based cell compression assays

The GFP-labelled *scrib*^*KD*^ cells were plated onto a stretched flexible silicone substrate (Gel pak PF-60-X4, 150 μm thickness, Teltek), held in a custom-made chamber (GREM; http://www.jove.com/video/51193/stretching-micropatterned-cells-on-a-pdms-membrane). Before plating, the clamped membranes were coated with 25 μg ml^−1^ fibronectin/PBS (Sigma) for 1 h at 37 °C. The membranes were stretched precisely by 2 cm, which provided a 57% stretch over the resting length (unless otherwise specified). A PDMS rectangular chamber, with two compartments (6.6 × 13 mm each) was attached to the membrane with Baysilone paste (GE Bayer). Two densities (low and high) of tetracycline pre-treated or Nutlin-3 pre-treated (48 h) GFP-labelled *scrib*^*KD*^ cells were plated, one in each compartment. High-density cells were plated between 75,000 and 120,000 cells per compartment, forming a confluent monolayer; low-density cells were plated at 25,000–35,000 cells per compartment. The cells were allowed to adhere for 24 h and then the membrane was released to induce compression. The cells were fixed in 4% PFA/PBS (3 h after release for p53 staining, 1.5 h for P-p38 staining and 5 h for cleaved Caspase-3 staining) and processed for immunofluorescence. As per design, low- and high-density cells were stained and imaged from the same stretcher avoiding sample-to-sample variability. The p38 inhibitor was added one day before plating; the ROCK inhibitor was added 1 h before releasing the membrane.

### E-cadherin-blocking experiments

To block E-cadherin-dependent junctions, 20 h after the addition of tetracycline, the cells were incubated in 10 mM EDTA/PBS for 5 min, followed by a 20 min incubation in calcium-free DMEM (Invitrogen). The cells were then cultured in calcium-free DMEM (+10% FBS and 1% L-glutamine, Invitrogen), supplemented with an anti-E-cadherin-blocking antibody (1:200; ref. 57). Live-image analysis was started 2–4 h after the final media change and continued for at least 50 h.

### Immunofluorescence

For immunofluorescence, the cells were cultured on glass coverslips or on gridded dishes (μ-Dish 35 mm Grid-500, Ibidi). The cells were fixed for 10 min in 4% PFA/PBS, quenched for 10 min in 50 mM NH_4_Cl/PBS and then permeabilized for 10 min with 0.1% Triton X-100/PBS. The cells were blocked in 2% BSA, 2% FBS/PBS for 30 min. Primary and secondary antibodies were diluted in blocking solution diluted 1:1 in PBS. The primary antibodies were incubated for a minimum of 1 h at RT, followed by washes in PBS; secondary antibodies were incubated for a minimum of 30 min at RT followed by washes in PBS. Coverslips were mounted with FluorSave (Millipore). For immunostaining against phosphorylated proteins, fixing solution was supplemented with PhosSTOP (1 tablet per 10 ml, Sigma), all PBS solutions were substituted with TBS, and blocking solution was substituted with 5% BSA/TBS. For surface immunostaining, the cells were washed in ice-cold phenol red-free DMEM (Gibco) and incubated with primary antibody diluted in ice-cold phenol red-free DMEM at 4 °C for 45 min. The cells were then washed in ice-cold PBS before fixation at RT in 4% PFA/PBS for 10 min. Secondary antibody staining was then carried out as outlined previously.

### Western blotting

The cells were lysed in 1% SDS/PBS and 10–20 μg of protein was separated on a 4–12% gradient gel (Invitrogen) and transferred onto PVDF membrane for standard ECL blots (Anachem) or Immobilon FL PVDF for LI-COR blots (Millipore, 0.45 μm pore size). The membranes were blocked with 5% Marvel/0.05% Tween-20/PBS (PBST) for 1 h at RT, incubated in primary antibodies (in 2% Marvel/PBST) overnight at 4 °C, washed in PBST and incubated in secondary HRP-conjugated antibodies for ECL blots or Infrared fluorescent dyes (IRDye-800CW and IRDye-680RD) for LI-COR blots, diluted in 2% Marvel/PBST for 1 h at RT. After washes in PBST, the membranes were developed using standard ECL (GE Healthcare) or scanned with a LI-COR Odyssey CLx near-infrared fluorescence imaging system. Quantifications for LI-COR blots were carried out using Image studio lite (http://www.licor.com/bio/products/software/image_studio_lite/?gclid=COWG_Yze98MCFYvpwgodfR8Adg), using Actin to normalize the samples for loading. For original full blots, see Supplementary Fig. 9.

### RNA-seq and differential expression analysis

RNA-seq libraries were prepared with the TrueSeq RNA sample preparation V2 kit (Illumina) according to the manufacturer's instructions, and sequenced on an Illumina HiSeq 2000 instrument in single-read mode at 36 or 40 base length. The resulting fastq files were filtered for low-quality reads (<Q20) and low-quality bases were trimmed from the ends of the reads (<Q20).

Genome-based RNA-seq mapping was carried out using *Canis lupus familiaris* 3.1 (NCBI/Dog Sequencing Consortium) as a reference genome. Transcript sequences were assigned to genome using BLAT^62^. The resulting mappings were filtered by a mismatch threshold (2%), as well as requiring 90% of the transcript to match the genome and all exons to match a single chromosome. This resulted in 21,571 transcripts mapping to the genome. This mapping was used as a junction file for Tophat 2 (ref. 63), which was used to map the RNA-seq reads to the genome. To provide gene names, transcript sequences were downloaded from the NCBI RefSeq database in March 2013 (24,538 sequences). Orthologues were found against the *Mus musculus* proteome (downloaded in January 2013—NCBI RefSeq) using Inparanoid^64^. The sequences were further annotated using InterProScan^65^ to provide both InterPro Domains and Panther ontology terms^66^. For differential expression, read counts were generated by quantifying overlaps with transcript locations. These were then used to generate RPKMs. Comparisons were made between pairs of conditions, each with at least four replicates. 

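CPM was not used for the filter, since the deposited values are RPKM; an RPKM above 5, which equals a CPM of 10 for a 2 kb transcript, took its place. With it, 9691 of the 21571 transcripts were tested between *scrib* KD and control, 10342 between *scrib* RES and *scrib* KD and 10324 between *scrib* RES and control. With CPM recovered from the steps of the RPKM values, an alternative chosen after seeing the data, 816 transcripts were called between *scrib* KD and control in place of 923, and 141 between *scrib* RES and *scrib* KD in place of 151.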

For a transcript to be included, counts per million had to be above 10 for all samples in at least one condition and within 2-fold between replicates. Differentially expressed transcripts were then called using EdgeR^67^. Hits were selected applying the following thresholds: *P*>0.05 log FC (fold change) >0.5. 

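The calls rest on 2 thresholds whose effect differed between comparisons. At an adjusted p under 0.05 and an absolute log2 fold change above 0.5, limma called 923 transcripts between *scrib* KD and control and 151 between *scrib* RES and *scrib* KD. Without adjustment for multiple tests these were 1011 and 473, and without the fold change threshold 2122 and 287. The median absolute log2 fold change of the called transcripts was 0.67 in either comparison. The paper's text does not name the adjustment behind its P.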

Gene Ontology terms over-represented among these lists were found using David Bioinformatics Resources^68^, in particular, KEGG pathway analysis.

### Experiments in *Drosophila* wing discs

Flies were raised on a standard fly food containing yeast at 25 °C. The larvae were collected at wandering third instar stage. Clones in wing discs were induced either with en-FLP (Supplementary Fig. 5a,b) or with hs-FLP (with a 10-min heat-shock at 37 °C, 48–72 h before dissection; Supplementary Fig. 5c). For immunofluorescence, late third instar larvae were dissected in PBS followed by fixation in 4% formaldehyde/PBS solution for 20 min, permeabilization in 0.25% Triton X-100 PBS for 20 min and blocking in 4% FBS/PBS for 30 min. The primary and secondary antibodies were diluted in blocking solution. The primary antibodies were incubated overnight at 4 °C, followed by washes in 0.25% Triton X-100/PBS; secondary antibodies were incubated for a minimum of 1 h at RT followed by washes in 0.25% Triton X-100/PBS. The wing discs were mounted in Vectashield (Vector Laboratories) and imaged on Leica SP5 or SP8 confocal microscopes. Optical sections were acquired with 0.8μm steps. The images were processed in ImageJ and Photoshop. Genotypes: Supplementary Fig. 5a,b en-flp, Act>STOP>Gal4, UAS-GFP/+; UAS-Scrib-RNAi, Supplementary Fig. 5c (left) hs-FLP, tub-Gal4, UAS-GFP/+; +/+, FRT82, tub-Gal80/ FRT82, scrib2 and Supplementary Fig. 5c (right) hs-FLP, tub-Gal4, UAS-GFP/+; UAS-p53DN/+, FRT82, tub-Gal80/ FRT82, scrib2. Antibodies used: anti-Scribble (1:2000, from Chris Doe lab), anti-E-Cadherin (DSHB DCAD2, 1:200). Both the antibodies were raised against *Drosophila* antigens and have been previously used in *Drosophila*.

### Imaging and image analysis

Quantifications shown in the figures are from a single representative experiment of a minimum of three independent repeats per experiment, unless otherwise specified in the figure legend.

Fixed samples were imaged with a Leica SP5 or SP8 confocal microscope. For live imaging, the cells (kept at 37 °C and 5% CO_2_) were imaged using a Nikon BioStation CT with a × 10 air objective with imaging frequency between every 10 min and every 6 h (as indicated in the movie time stamps), with media changes every 2–3 days. For each live imaging experiment, at least five fields were imaged by time lapse and analysed. Movie sequences or individual field time points that lost focus during the experiment were discarded from further analysis, as this precluded accurate cell counting.

For Fig. 1a–c and Supplementary Fig. 1d, quantifications of cell number over time were carried out using the open-source image analysis software Cell Profiler (http://www.cellprofiler.org/), using the nuclear GFP signal to segment cells.

To measure cell density in competition assays, the number of nuclei was manually counted using DAPI and/or nuclear GFP and divided by surface area, as calculated in Fiji (http://fiji.sc/Fiji; Fig. 1g and 2n, Fig. 5e, Supplementary Fig. 1e).

For Fig. 1k–n, cell number over time was quantified with the open-source image analysis software Icy^69^, using Icy Protocols. The nuclei were detected using the wavelet-based spot detection plugins. Areas with cysts, where nuclei were not visible due to overexposure or because they were out of focus, and areas without cells were excluded from both cell counting and from area measurements on a frame by frame basis. For Fig. 3h, Fig. 4c,k and Fig. 5b, entire wells of a 96-well plate were imaged by tiling. Individual images were then stitched and processed as above.

Cell height (μm, Fig. 1h–j) was measured from apical to basal membranes using the open image analysis software Fiji.

Cell death in compression assays was quantified as the number of activated caspase-3 positive death events (Fig. 1o–q, Fig. 3i, Fig. 4d,l and Fig. 5c) divided by total number of DAPI-positive nuclei.

Kymographs were generated by first registering the hyperstack containing the different channels (bright-field, RFP and GFP) to remove any global motion or drift over time of the cells (Fig. 2d). The position of the centroid for each nucleus at each time point was extracted and the RFP and GFP channels were then projected on the same mean direction of motion by re-slicing the stacks and then projecting the maximum intensity of the centroid. For the control kymographs (GFP-labelled *scrib*^*KD*^: *scrib*^*KD*^; RFP-labelled WT: WT), this was done only using the bright-field channel and one fluorescent channel.

The directionality index of migrating cells (D=Euclidean distance/total distance, Supplementary Fig. 2b,d) was calculated after manual tracking of individual cell nuclei (>40 cells and >5 movies per condition) with the aid of ImageJ (http://imagej.nih.gov/ij/). Data analysis was performed with Matlab (MathWorks Inc.).

Analysis of cell shape and migratory features (Fig. 2g–k). The aspect ratio, which is defined as the ratio of the long axis to the short axis of cells, was measured from three independent movies by manually fitting the best fit ellipses to single cells. To plot the distribution of angles between the cell's long axis and the cell's direction of motion, we determined for each cell the orientation of the cell's long axis and calculated its angular deviation with respect to the cell's direction of motion (data were binned at 40° interval), by manual tracking. To measure the displacement of wild-type and *scrib*^*KD*^ cells, we carried out PIV analysis, using a custom algorithm based on the MatPIV software package for MATLAB, and measured the displacement of individual cells within the first row of contact. Trajectories across different movies were adjusted so that the first time point where both populations formed a broad interface and moved concertedly was set at *t*=5 h. Distance is the projected distance along the axis that joins both cell populations.

In Figs 3c–e and 4e, local density was measured for each cell by taking the sum of the Gaussian-weighted distances to all other cells within 50 μm using a Gaussian function with *σ*=20.

Nuclear p53 (Fig. 3f,g), nuclear phospho-p38 (Fig. 4a,b,i,j) and nuclear p21 (Supplementary Fig. 4d) mean intensity was measured using Volocity (http://www.perkinelmer.co.uk/pages/020/cellularimaging/products/volocity.xhtml), using DAPI as a mask to segment the nuclei.

For Fig. 5f–I, quantifications of cell number over time were carried out in ImageJ (http://imagej.nih.gov/ij/), using the nuclear Tomato signal to segment cells.

In Supplementary Fig. 2h–i, E-cadherin staining intensity was measured using Fiji. The individual cells were manually selected on an average z stack projection and their integrated density values were recorded.

### Statistical analysis

No statistical methods were used to predetermine sample size. Every experimental condition and treatment was carried out alongside a complete control set of experiments or no treatment control. The sample size was chosen to see a statistical difference between data sets. In the few instances where no difference was observed, sample size was at least as big as in conditions that had shown a difference. The experiments were not randomized and there was no blinding during experiments or analysis, as samples were marked. We carried out a minimum of independent three repeats for each experiment, unless otherwise specified in the figure legend.

The *t*-Test was used in Supplementary Fig. 1e and Supplementary Fig. 2b,d, where data were normally distributed and with equal variance. The Wicoxon rank-sum test was used in Supplementary Fig. 3f. Non-parametric Spearman correlation was used in Fig. 3e. Otherwise, the non-parametric KS test was used for all the statistical tests, removing the requirement for normally distributed data and equal variance. Throughout: *P<0.05, **P<0.005, ***P<0.0005.

## Additional information

**Accession codes:** The RNAseq data generated in this study have been deposited into the GEO (Gene Expression Omnibus) database under the accession code GSE79042.

**How to cite this article:** Wagstaff, L. *et al*. Mechanical cell competition kills cells via induction of lethal p53 levels. *Nat. Commun.* 7:11373 doi: 10.1038/ncomms11373 (2016).

## Supplementary Material

Supplementary Figures Supplementary Figures 1-9

Peer Review File Supplementary Figures 1-9

Supplementary Data 1 Genes differentially expressed upon silencing of *scribble*. 

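Supplementary Data 1 gives for each listed transcript a gene name, the fold change as control over *scrib* KD and a P value. Of its 1645 transcripts, 680 are listed as higher and 965 as lower in *scrib* KD cells, and 257 carry no gene name. All 1645 are among the 21571 transcripts of the deposited RPKM values. When tested over all 12 libraries, 1195 of them passed the filters and 650 were called. For the 1640 compared here, the log2 fold change over all 3 experiments had the same sign as the listed one in 1624 (99.0%), with a median absolute difference of 0.183. Experiment 3, which lay nearest to the listed values (median absolute difference 0.025), is among these. The sign was the listed one in 1539 (93.8%) in experiment 1 alone, 1498 (91.3%) in experiment 2 alone and 1640 in experiment 3 alone.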

List of differentially expressed genes between control cells (*scrib^KD^* -TET) and *scrib^KD^* cells +TET.

Supplementary Data 2 Genes differentially expressed between *scrib^KD^* cells that are sensitive and *scrib^KD^* cells that are resistant to out-competition. List of differentially expressed genes between *scrib^RES^* cells and *scrib^KD^* cells.

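Of the 523 transcripts in Supplementary Data 2, 365 are listed as higher and 158 as lower in *scrib* RES than in *scrib* KD cells. Over all libraries, 388 of them passed the filters and 88 were called by limma. For the 519 compared here, the log2 fold change had the same sign as the listed one in 502 (96.7%), with a median absolute difference of 0.209. Experiment 3, which lay nearest to the listed values (median absolute difference 0.009), is among these libraries. In experiment 2 alone the sign was the listed one in 405 (78.0%), and in experiment 3 alone in 519. Gene names need care in this list. Among the 306 transcripts it shares with Supplementary Data 1, 34 carry another name than in that list, and 7 of the 34 names are given there to another shared transcript.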

Supplementary Data 3 Intersection of the list of genes that are both differentially expressed between *scrib^KD^* and control cells and between *scrib^KD^* and *scrib^RES^* cells. 

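The gene names of Supplementary Data 3 are those of Supplementary Data 1 in all 306 transcripts, with 0 that differ. By the listed fold changes, *scrib* RES lies toward control from *scrib* KD in 291 transcripts (95.1%) and away from it in 15. The list was also followed within single experiments, a division chosen after seeing the data. In experiment 2, 202 of the 306 (66.0%) had the listed direction in both comparisons, and 84 were also past an absolute log2 fold change of 0.5 in both; in experiment 3 the direction was the listed one in 306. In experiment 1, which has no *scrib* RES library, 281 had the listed direction in *scrib* KD over control. Some entries are not independent measurements, since 4 transcripts, in 2 groups, had read numbers that vary together more closely than separate counts can.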

List of genes that are present in both Supplementary Data 1 and 2 i.e. genes that are differentially expressed between *scrib^KD^* cells with respect to both control (*scrib^KD^* -TET) and *scrib^RES^* cells.

Supplementary Movie 1 *scrib^KD^* cells are out-competed by their wild-type neighbours but are viable as pure cultures. Left: Time-lapse of competition assay between unlabelled wild-type (WT) and GFP labelled *scrib^KD^* cells. Right: Time-lapse of co-culture of unlabelled and GFP labelled *scrib^KD^* cells.

Supplementary Movie 2 Only clones of *scrib^KD^* cells that become fully surrounded by wild-type cells are eliminated through cell competition. Time-lapse of cell competition assay between unlabelled wild-type (WT) and GFP labelled *scrib^KD^* cells. Competition is observed in surrounded *scrib^KD^* cells (white arrow), but not in cells that are only contacted (black arrow).

Supplementary Movie 3 Forcing *scrib^KD^* cells above their natural density at confluency is sufficient to induce death and live cell extrusion. Time-lapse of GFP labelled *scrib^KD^* cells growing on micropatterns (800μm ø), with (right) or without (left) the addition of tetracycline (TET). Movies show GFP labelled nuclei.

Supplementary Movie 4 Upon contact, *scrib^KD^* and wild-type cells engage in contact mediated migration. Time-lapse of co-culture of unlabelled wild-type (WT) and GFP labelled *scrib^KD^* cells. Black asterisk marks the non-migrating end of the wild-type clone; magenta asterisk marks the initial point of contact between the two populations.

Supplementary Movie 5 Homotypic cultures, of *scrib^KD^* or wild-type MDCK cells, do not engage in contact mediated migration. Time-lapse of homotypic co-cultures of MDCK cells showing absence of contact mediated migration. Left: Co-culture of unlabelled and GFP labelled *scrib^KD^* cells. Right: Co-culture of unlabelled and GFP labelled wild-type (WT) cells. Black lines mark the initial point of contact between the cell populations.

Supplementary Movie 6 Particle image velocimetry shows wild-type cells migrating towards *scrib^KD^* cells upon contact, before *scrib^KD^* cells migrate away. Time-lapse of co-culture of unlabelled wild-type (WT) and GFP labelled *scrib^KD^* cells, analysed with particle image velocimetry (PIV; shown by red arrows). Upon contact, WT cells begin migrating towards *scrib^KD^* cells before *scrib^KD^* cells start migrating away.

Supplementary Movie 7 Contact mediated migration between *scrib^KD^* and wild-type cells results in compaction and elimination of the *scrib^KD^* cells. Time-lapse of co-culture of unlabelled wild-type (WT) and GFP labelled *scrib^KD^* cells. Extended imaging time shows compaction and elimination of *scrib^KD^* cells is a result of contact mediated migration.

Supplementary Movie 8 Inhibiting E-cadherin-mediated cell contacts prevents contact mediated migration and delays the elimination of *scrib^KD^* cells. Time-lapse of competition assay between unlabelled wild-type (WT) and GFP labelled *scrib^KD^* cells. Disrupting cell junctions by calcium withdrawal and an E-cadherin blocking antibody (right) prevents contact mediated migration and delays competition compared to control (left).

Supplementary Movie 9 Reducing E-cadherin expression in *scrib^KD^* cells down to wild-type levels prevents contact mediated migration. Time-lapse of co-culture of RFP labelled wild-type (WT) cells and unlabelled *scrib^KD^* cells with E-cadherin knockdown (*scrib^KD^* E-cadKD) showing absence of contact mediated migration. Black line represents the initial point of contact between the two populations.

Supplementary Movie 10 Competition-resistant scribble cells (*scrib^RES^*) are not eliminated by wild-type cells. Time-lapse of competition assay between unlabelled wild-type (WT) and GFP labelled *scrib^RES^* cells.

Supplementary Movie 11 CRISPR knockout of p53 in *scrib^KD^* cells protects them from out-competition by wild-type cells. Time-lapse of competition assay between unlabelled wild-type (WT) and GFP labelled *scrib^KD^* cells with knockout of p53 (*scrib^KD^* *p53^-/-^*). The clone of *scrib^KD^* *p53^-/-^* cells remaining at the end of the assay is outlined in white.

Supplementary Movie 12 Inhibition of ROCK activity during competition prevents elimination of *scrib^KD^* cells. Time-lapse of competition assay between unlabelled wild-type (WT) and GFP labelled *scrib^KD^* cells in presence of the ROCK inhibitor Y27632 (30μM).

Supplementary Movie 13 Mild, sub-lethal elevation of p53 in wild-type MDCK cells is sufficient to induce loser status and activate cell competition. Left: Time-lapse of competition assay between GFP labelled wild-type (WT) cells and unlabelled WT cells with knockout of p53 (*p53^-/-^*) in presence of Nutlin-3 (8μM). Right: Homotypic culture of GFP labelled wild-type cells in presence of Nutlin-3 (8μM).

Supplementary Movie 14 Wild-type MTECs with mild, sub-lethal p53 activation are eliminated specifically in the presence of *p53^-/-^* MTECs. Left: Time-lapse of co-cultures of unlabelled mouse tracheal epithelial cells (MTECs) and Tomato labelled MTECs. Right: Time-lapse of co-cultures of unlabelled *p53^-/-^* MTECs and Tomato labelled wild-type (WT) MTEC cells. Nutlin-3 (17.5μM) was added to both co-cultures when indicated.

## Figures and Tables

**Figure 1:**
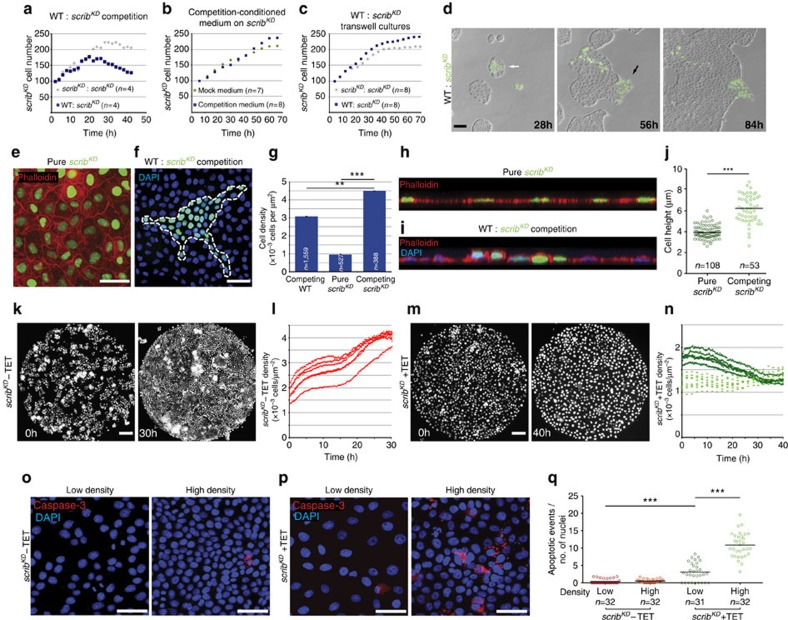
Compaction of *scrib*^*KD*^ cells is both required and sufficient for their elimination. (**a**–**c**) Quantification showing growth rate of *scrib*^*KD*^ cells from time-lapse movies of: competition versus pure cultures (**a**), pure cultures in mock conditioned versus competition conditioned medium; two biological replicates (**b**) or transwell experiments, where *scrib*^*KD*^ cells were co-cultured across transwells with control or with competing cultures; three biological replicates (**c**). Each dot represents the average of *n* fields of cells. See also Supplementary Fig. 1c. (**d**) Time course of cell competition assay between unlabelled wild-type (WT) and GFP-labelled *scrib*^*KD*^ MDCK cells. Competition is observed in surrounded *scrib*^*KD*^ cells (white arrow), but not in cells that are only contacted (black arrow), see corresponding Supplementary Movie 2. (**e**) Confluent GFP-labelled *scrib*^*KD*^cells stained with phalloidin. (**f**) Competing unlabelled WT and GFP-labelled *scrib*^*KD*^ cells counterstained with DAPI. (**g**) Quantification showing average (±s.e.m.) cell density values of confluent pure *scrib*^*KD*^ cells and subconfluent competing WT and *scrib*^*KD*^cells as in **e** and **f**. (**h**,**i**) Confocal *xz* sections of representative GFP-labelled *scrib*^*KD*^cells pure (**h**) or co-cultured with WT cells (**i**), stained with phalloidin (**h**,**i**) and DAPI (**i**). (**j**) Quantifications of cell height from images as in **h** and **i**. Black bars=median. (**k**,**m**) Representative stills from time lapse of GFP-labelled *scrib*^*KD*^ cells +/−TET growing on micropatterns (800 μm Ø), see corresponding Supplementary Movie 3. (**l**,**n**) Quantifications of cell density over time from movies as in **k** and **m**. Each dotted line corresponds to a different movie. (**o**,**p**) Cleaved Caspase-3 staining in WT (**o**) and *scrib*^*KD*^ (**p**) cells +/− compression (high density and low density, respectively). (**q**) Quantification of cell death events (cleaved Caspase-3) from images as in **o** and **p**. Data are pooled from three biological replicates. Black bars=mean; three biological replicates across two independent experiments. *n*=number of fields imaged in a single repeat (**a**–**c**,**q**) or *n*=number of cells (**g**,**j**). Scale bars, 100 μm (movie sequences) and 50 μm (immunofluorescence images) here and throughout all figures. **P<0.005, ***P<0.0005 by KS test.

**Figure 2:**
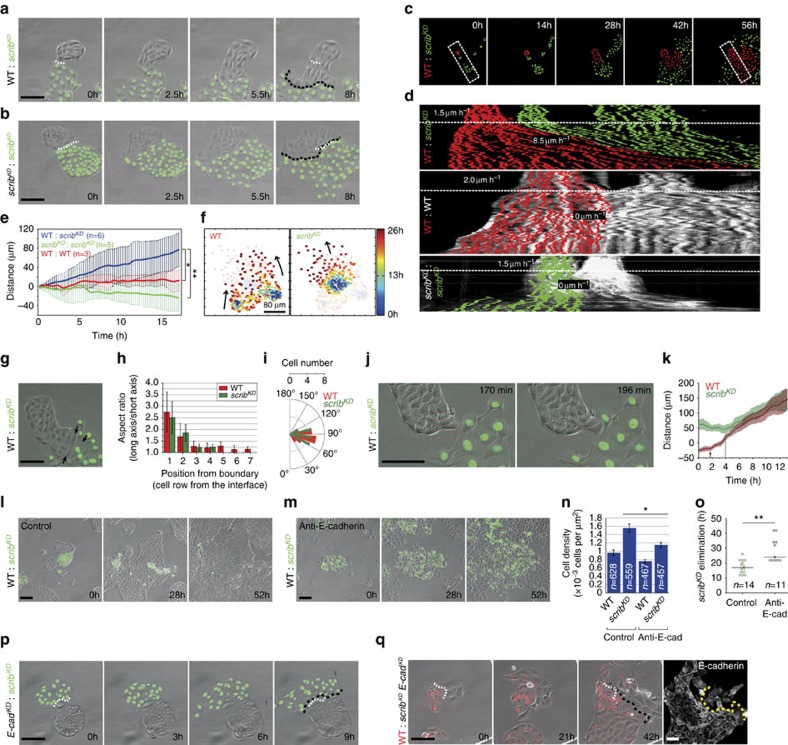
Contact-induced migration promotes compaction and cell competition. (**a**,**b**) Stills from movies of wild-type (WT) and GFP-labelled *scrib*^*KD*^ co-cultures (**a**) or *scrib*^*KD*^ homotypic cultures (**b**), see Supplementary Movie 4,5. (**c**,**d**) Kymographs (**d**) from movies as in **c**. Velocities are shown before (above dashed white line) and after contact (below line). (**e**) Plot showing displacement of the line of contact between clones from movies as in **c**. The continuous line is the position of the front average±s.d.; *n*=number of contact lines averaged. (**f**) Single-cell tracking of trajectories of WT and *scrib*^*KD*^ cells during competition. Heat-map representation shows time-resolved position of single cells. (**g**) Micrograph exemplifying cell shape change (arrows) after contact between WT and *scrib*^*KD*^ cells. (**h**) Bar plot representing aspect ratio of WT and *scrib*^*KD*^ cells as a function of distance from their contact point. *n*=50 cells of each type from three movies; error bars=s.d. (**i**) Distribution of angles between a cell's long axis and its direction of motion; *n* (WT)=18 cells; *n* (*scrib*^*KD*^)=17 cells. (**j**,**k**) PIV analysis of images at time of contact (see Supplementary Movie 6) (**j**); and quantification of cell displacements (**k**) shows WT cells begin migrating (arrows) before *scrib*^*KD*^ cells; *n*=10 cells for each type from three independent movies. Coloured lines=mean; shaded areas=s.d. (**l**–**o**) Disrupting cell junctions by E-cadherin blocking antibody and calcium removal prevents contact-induced migration (**m**), compaction (**n**) and delays competition (**o**) compared with control (**l**), see Supplementary Movie 8; error bars=s.e.m. (**p**) E-cadherin knockdown in WT cells (*E-cad*^*KD*^) prevents contact-induced migration. (**q**) E-cadherin knockdown in *scrib*^*KD*^ cells (*scrib*^*KD*^ *E-cad*^*KD*^) prevents contact-induced migration, see Supplementary Movie 9. Right panel displays anti-E-cadherin immunofluorescence at end of movie (see Supplementary Fig. 2h,i). Five independent repeats; *n*=10 events showing absence of directional migration, five were validated for E-cadherin levels and all five had WT levels. White dashed line=initial contact point; black dashed line=final contact point; yellow dashed line separates WT from *scrib*^*KD*^ *E-cad*^*KD*^ cells. *P<0.05, **P<0.005 by KS test.

**Figure 3:**
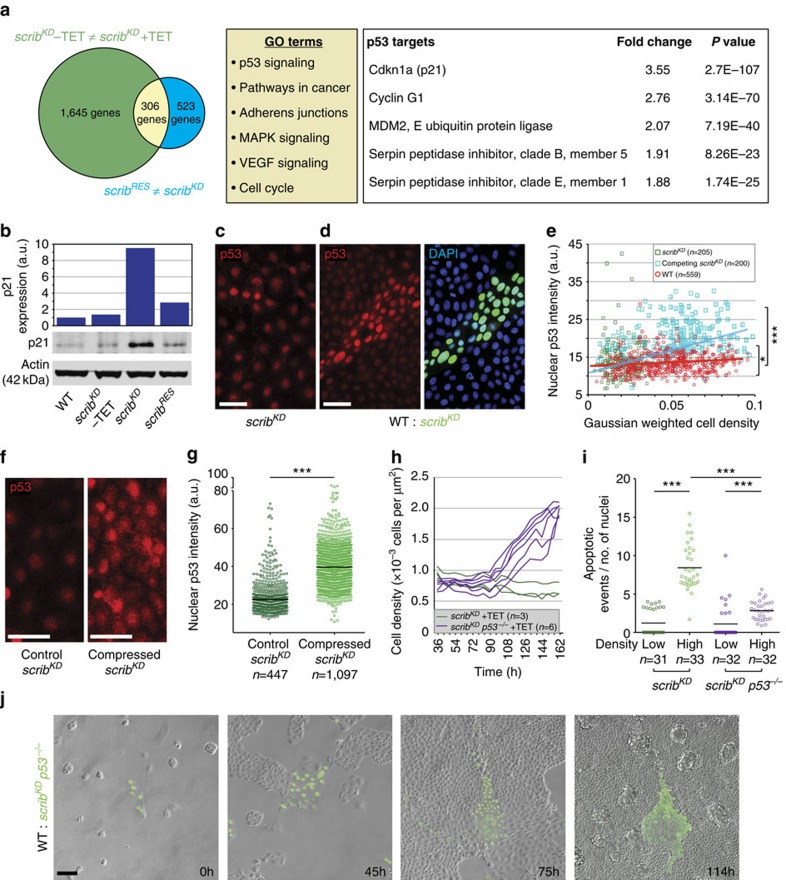
p53 is activated in *scrib*^*KD*^ cells before competition and further p53 elevation upon compaction causes competition-induced cell death. (**a**) Left, transcriptional profiling of *scrib*^*KD*^ cells without tetracycline (TET) versus *scrib*^*KD*^ cells with TET (green) and of *scrib*^*KD*^ cells with TET versus *scrib*^*KD*^ cells resistant to competition (*scrib*^*RES*^) with TET (blue), and corresponding intersection of differentially expressed genes (yellow). Middle, list of pathways functionally enriched in the yellow intersection. Right, list of p53 targets found in this intersection and corresponding fold change difference between *scrib*^*KD*^ cells −/+TET. Three biological replicates for *scrib*^*KD*^ cells −/+TET and two biological replicates for *scrib*^*RES*^ cells +TET. (**b**) Western blot against p21 with LICOR quantifications and normalization to Actin. (**c**,**d**) p53 staining of pure *scrib*^*KD*^ cells (**c**) and of co-cultures of GFP-labelled *scrib*^*KD*^ and wild-type (WT) cells (**d**). (**e**) Graph showing single-cell nuclear p53 intensity plotted against cell density from images as in **c** and **d**; *P<0.05 by KS test comparing p53 levels in pure *scrib*^*KD*^ versus WT; ***P<0.0005 by KS test comparing competing *scrib*^*KD*^ versus WT. Non-parametric Spearman correlation; red line=WT cells; blue line=competing *scrib*^*KD*^ cells. (**f**,**g**) p53 staining in pure *scrib*^*KD*^ cells on PDMS substrate +/− compression (**f**) and quantification showing single-cell nuclear p53 intensity (**g**) from images as in **f**; black bars=median. (**h**) Time-resolved density measurement of growing *scrib*^*KD*^ cells and *scrib*^*KD*^ *p53*^−/−^ cells. (**i**) Quantification of cell death (cleaved Caspase-3) for *scrib*^*KD*^ cells versus *scrib*^*KD*^ *p53*^−/−^ cells on PDMS substrate +/− compression; black bars=mean; data from three biological replicates across two independent experiments. (**j**) Stills from time-lapse movies of WT and GFP-labelled *scrib*^*KD*^ *p53*^−/−^ co-cultures, see corresponding Supplementary Movie 11; *n*=cell number in **e** and **g** or *n*=number of imaged fields of cells in **h** and **i**. a.u.=arbitrary units, here and throughout all the figures. *P<0.05, ***P<0.0005 by KS test.

**Figure 4:**
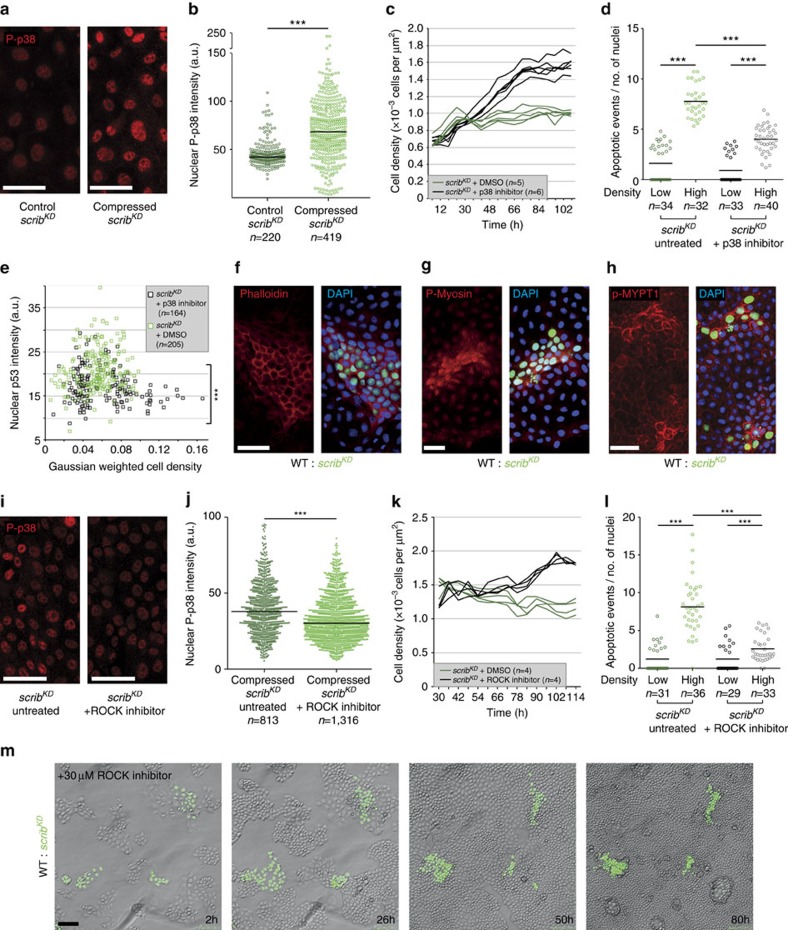
During mechanical cell competition ROCK activates p38 leading to p53 elevation. (**a**) Phosphorylated p38 (P-p38) staining in pure *scrib*^*KD*^ cells +/− compression. (**b**) Single-cell nuclear P-p38 intensity from images as in **a**; black bars=median. (**c**) Time-resolved density measurement of growing *scrib*^*KD*^ cells +/− p38 inhibitor. (**d**) Quantification of cell death (cleaved Caspase-3) of *scrib*^*KD*^ cells with or without compression and +/− p38 inhibitor; black bars=mean; pooled data from three biological replicates across two independent experiments. (**e**) Single-cell nuclear p53 signal intensity in competing *scrib*^*KD*^ cells +/− p38 inhibitor, plotted against cell density. (**f**–**h**) F-Actin (phalloidin-stained, **f**), phosphorylated Myosin-II (P-Myosin, **g**) and phosphorylated MYPT1 (p-MYPT1, **h**) are elevated in compacted GFP-labelled *scrib*^*KD*^ cells compared with wild-type (WT) cells during competition. (**i**) P-p38 staining in compressed *scrib*^*KD*^ cells +/− ROCK inhibitor. (**j**) Single-cell nuclear P-p38 intensity from images as in **i**; black bars=median. (**k**) Time-resolved density measurement of growing *scrib*^*KD*^ cells +/− ROCK inhibitor; two independent repeats. (**l**) Quantification of cell death (cleaved Caspase-3) in *scrib*^*KD*^ cells with or without compression and +/− ROCK inhibitor; black bars=mean; pooled data from three biological replicates across two independent experiments. (**m**) Stills from time-lapse movies of WT and GFP-labelled *scrib*^*KD*^ co-cultures treated with ROCK inhibitor (30 μM), see corresponding Supplementary Movie 12; *n*=cell number in **b**,**e** and **j** or *n*=number of imaged fields of cells in **c**,**d**,**k** and **l**. ***P<0.0005 by KS test.

**Figure 5:**
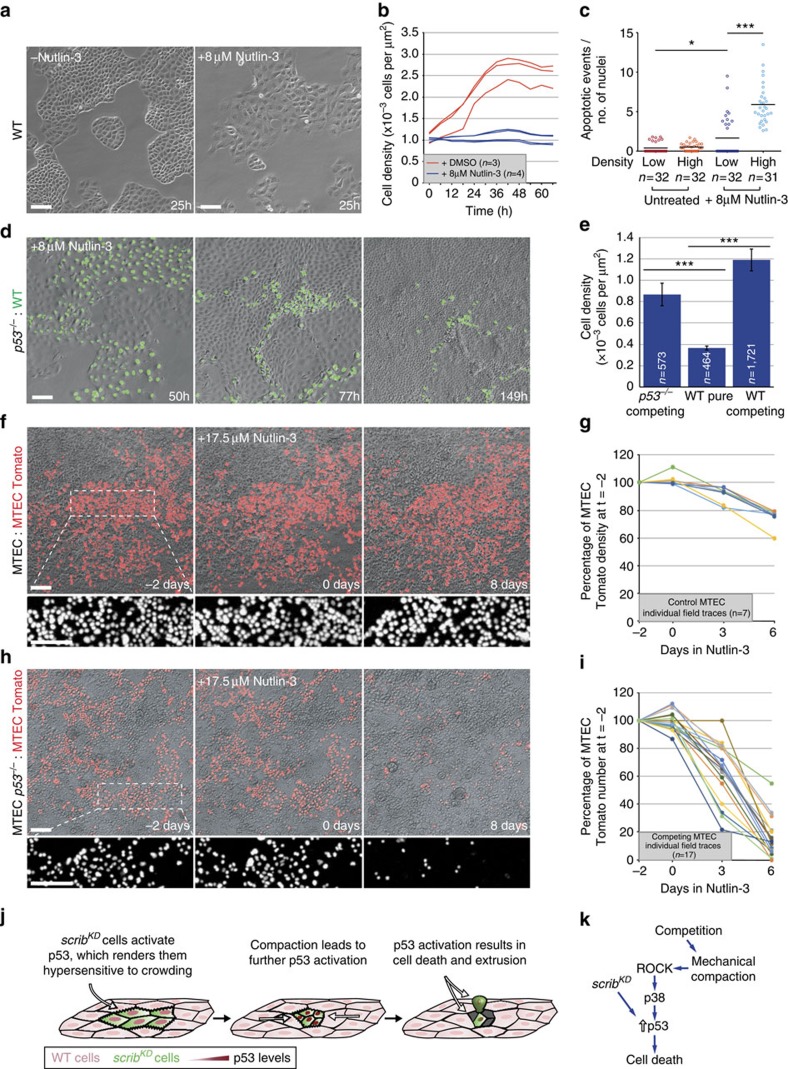
p53 activation is sufficient to induce crowding hypersensitivity and mechanical cell competition. (**a**) Addition of Nutlin-3 (8 μM) causes flattening of wild-type (WT) MDCK cells; *n*=4 fields per repeat. (**b**) Time-resolved cell density measurement of growing WT MDCK cells +/− Nutlin-3 (8 μM). (**c**) Quantification of cell death (cleaved Caspase-3) of WT MDCK cells with and without compression and +/− Nutlin-3 (8 μM); black bars=mean; three biological replicates from two independent experiments. (**d**) Stills from time-lapse movies of WT and *p53*^−/−^ MDCK co-cultures with Nutlin-3 (8 μM) see corresponding Supplementary Movie 13. (**e**) Cell density measurement from movies as in **d**; mean±s.e.m. (**f**) Stills from time-lapse movies of primary cultures of unlabelled and Tomato-labelled WT MTECs (see corresponding Supplementary Movie 14). Nutlin-3 (17.5 μM) was added at *t*=0. (**g**) Time-resolved cell density measurement from movies as in **f** of WT MTECs before and after Nutlin-3 (17.5 μM) addition. (**h**) Stills from time-lapse movies of primary cultures of unlabelled *p53*^−/−^ and Tomato-labelled WT MTECs (see corresponding Supplementary Movie 15). Nutlin-3 (17.5 μM) was added at *t*=0. (**i**) Time-resolved measurement of cell number from movies as in **h** of WT MTECs before and after Nutlin-3 (17.5 μM) addition. (**j**,**k**) Model of mechanical cell competition of *scrib*^*KD*^ cells; *n*=cell number in **e** or *n*=number of imaged fields of cells in **b**,**c**,**g** and **i**. For **c** and **e**, data are pooled from three biological replicates. *P<0.05, ***P<0.0005 by KS test.

How the deposited data were processed for this re-analysis (not part of the article)

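RNA was sequenced from 3 populations of MDCK cells, *scrib* KD cells without tetracycline (control), *scrib* KD cells with tetracycline and *scrib* RES cells with tetracycline, in 17 sequencing runs of 16 libraries. The sample labels gave the population, experiment and replicate of each, and every sample was mapped. Experiments 1, 2 and 3 hold 2 libraries of control and *scrib* KD cells each, and experiments 2 and 3 also hold 2 of *scrib* RES cells. The 2 runs of control replicate 2 were averaged on the RPKM scale and counted once.

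The authors filtered and trimmed the reads by quality, mapped them with Tophat 2 to the dog genome CanFam3.1 using transcripts placed by BLAT as a junction file, counted reads overlapping the transcripts and deposited the result as RPKM, 1 table of 21571 transcripts per run. The paper's differential expression used edgeR on read counts; edgeR was not used here, because RPKM values are not counts. RPKM already includes division by transcript length and by the reads of the library, and no further scaling between libraries is stated. A few abundant transcripts can therefore shift all others in a library, which median-ratio scaling was used to check. The deposited RPKM also cannot show how reads that match several transcripts were handled.

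The RPKM values of a library are whole multiples of what 1 read is worth. From values under 0.5 RPKM the ratios of library totals were taken, and from these the totals, transcript lengths and whole reads, up to a common factor. Reads were recovered for 18872 transcripts, 2698 were 0 in every library and 1 was not recovered; 99.994% of values above 0 came out whole, and the recovered reads fell short of the library totals by 45 to 214 reads. Totals ran from 12612666 to 29002711 reads, with medians of 27114813 in experiment 1, 16368551 in experiment 2 and 20988434.5 in experiment 3, so experiment 1 is the most deeply sequenced and experiment 2 the least. Precision from counting alone is given by the read numbers; for the named genes these ran from 21 reads per library (Fgfbp1, Abcb1a and Enpp5) to 19007 (Ccng1). Chi-square comparisons used transcripts with 20 reads or more in the 2 libraries together.

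Each pair of populations was fitted on its own with limma 3.58.1 (lmFit and eBayes with an intensity trend) in R 4.3.3 on log2(RPKM + 0.1), without a block, with two-sided tests and Benjamini-Hochberg adjustment. A transcript was tested when, in at least 1 of the 2 conditions, every replicate had an RPKM above 5 and the highest was at most 2 times the lowest; it was called at an adjusted p under 0.05 and an absolute log2 fold change above 0.5. On simulated data with 200 transcripts changed by a log2 fold change of 1 in each of 3 simulations, the fit recovered 95.1% of tested changed transcripts for *scrib* KD over control, 90.8% for *scrib* RES over control and 88.0% for *scrib* RES over *scrib* KD, and called at most 0.121% of unchanged ones. The simulated libraries varied independently of each other, whereas the real libraries deviated together by experiment. These shares therefore do not give the power or the rate of false calls in the real data. Single values were compared by exact permutation tests, two-sided, which with 6 libraries against 6 can reach 0.0022 and with 6 against 4 can reach 0.0095. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

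The designs, gene lists and most alternatives were set before the data were examined. The alternatives were other pseudocounts, RPKM minimums and limits between replicates, unadjusted p, no fold change threshold, median-ratio scaling, no trend, replicate blocks, experiment means, experiments 2 and 3 only, all 3 groups in one fit, other uses of the second run of control replicate 2, and leaving out each replicate. Fits on recovered reads, fits within single experiments and the comparison within the named genes of Supplementary Data 1 were chosen after seeing the data.

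The genes examined one by one are those the paper names for this experiment, apart from 1 that is not reported here, and, in the first 2 comparisons, the 3 largest rises and 3 largest falls among called transcripts that changed the same way in every experiment and have a name in the paper's tables. Other genes are named as members of a gene list or of the intersection. Names were available for 9.2% of transcripts, 1388 from Supplementary Data 1, 179 from Supplementary Data 2 only and 407 from a RefSeq gene table only, in which 459 of the transcript identifiers were found. With under 80% of tested transcripts named, the enrichment test and the comparison of the p53 target list with random lists were void and are not reported. Genomic coordinates, and the transcripts of p53 and E-cadherin, were not analysed here. Western blots, imaging and compression experiments were not analysed here.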

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

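The tests of experiment 1 and of library composition below were chosen after the count was seen. The paper compares *scrib* KD with control and *scrib* RES with *scrib* KD, and does not list transcripts that differ between *scrib* RES and control. Of 10324 transcripts tested between these, 815 were differentially expressed by limma, 438 higher and 377 lower in *scrib* RES, nearly as many as the 923 between *scrib* KD and control. Smallest in number were the differences between *scrib* RES and *scrib* KD, 151.

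Among the 16 splits that part the same-numbered libraries, the real one was the only 1 to give as many as 815 transcripts; the next largest, 420, exchanged *scrib* RES and control in replicates 3 to 6. It keeps these populations apart and moves the control libraries of experiment 1 alone, whereas the 14 splits that mix the populations gave 0. With 16 splits the share cannot go under 0.05 whatever the data show, so it cannot decide whether the count is due to chance. For *scrib* RES over *scrib* KD, 2 of 16 splits gave as many as 151 transcripts; the other, with 244, likewise keeps the populations apart in replicates 3 to 6 and moves *scrib* KD replicates 1 and 2, from experiment 1, to the side of *scrib* RES. The 14 splits that mix the populations gave 0 to 7. For *scrib* KD over control, 1 of 32 splits, the real one, gave as many as 923, and the largest of the others gave 0. The real intersection of 64 was the largest of its 16 splits (1 of 16, the next holding 22).

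Experiment 1 holds control but no *scrib* RES libraries, and leaving it out did not lower the count, which was 995 with experiments 2 and 3 alone. After scaling the libraries by median ratios the count was 813. Transcript length was hardly related to the fold change (Spearman's rho 0.084 across transcripts, which are not independent replicates). When the 2 libraries of each experiment were averaged, 0 transcripts passed the correction, with 1153 at an unadjusted p under 0.05, in a comparison of 3 control with 2 *scrib* RES means that leaves the pairing by experiment unused. Deviations from the group means had a mean correlation of 0.38 between *scrib* RES and control libraries of the same number, 0.37 between those of the same experiment with another number and -0.19 between experiments, and with the experiment as a replicate block, taken from the labels, 1513 transcripts were called.

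A biological candidate explanation is that *scrib* RES cells share changes that silencing *scribble* brings. Of 1419 transcripts called between *scrib* KD and control in experiment 1 alone, 96.5% moved the same way in *scrib* RES over control in the separate libraries of experiments 2 and 3, by a median of 0.53 against 0.57 in *scrib* KD. By experiment the medians were 0.66 against 0.56 in *scrib* KD in experiment 2 and 0.40 against 0.59 in experiment 3, so *scrib* RES moved farther than *scrib* KD in one experiment and less far in the other. This is consistent with shared effects of the knockdown, but both populations received tetracycline and the control did not, and an effect of tetracycline itself cannot be told apart from that of the knockdown in these libraries. The splits bear on the count of 815 and not on this shared direction, and 16 of them cannot decide about chance. The same direction in 96.5% of the 1419 transcripts, in separate libraries, argues against chance for those transcripts. What brings the shared change remains a hypothesis, because tetracycline and knockdown were not set apart.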

How the results depend on the processing

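The fits within single experiments and those on recovered reads were chosen after seeing the data; the other alternatives were set before. One of these, CPM with lengths from the reference, was not run, because the reference gave lengths for under 80% of transcripts, and CPM from recovered reads was added in its place. The cause of each shift below was not tested.

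The count for *scrib* KD over control, 923, stayed within 1.5 times under the other alternatives but rose to 2122 without the fold change threshold, fell to 199 with experiment means, and was 1419, 1770 and 1904 in experiments 1, 2 and 3 alone and 1615 in experiment 3 with limma-voom on recovered reads. The count for *scrib* RES over *scrib* KD, 151, was less stable. It was 257 without an RPKM minimum, 473 with unadjusted p, 287 without the fold change threshold, 757 with the experiment as a replicate block, 404 with the number 1 to 6 as the block, 314 with experiments 2 and 3, 394 with limma-voom on recovered reads and unadjusted p, 2474 and 643 in experiments 2 and 3 alone, 525 in experiment 3 with limma-voom, and 51 to 227 across the 10 fits that each left out one replicate. With experiment means it was 0, with 463 transcripts at an unadjusted p under 0.05, no more than chance alone would give. For *scrib* RES over control, 815 became 1546 without the fold change threshold, 1513 with the experiment as a replicate block, 3575 in experiment 2 alone, 474 to 1026 with one replicate left out, and 0 with experiment means, where 1153 had an unadjusted p under 0.05.

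The intersection of 64 became 127 with unadjusted p, 172 without the fold change threshold, 144 and 108 with the 2 replicate blocks (experiment, then number 1 to 6), 105 with experiments 2 and 3, 101 with limma-voom and unadjusted p, 572 and 372 in experiments 2 and 3 alone, 301 in experiment 3 with limma-voom, 33 to 85 with one replicate left out, and 0 with experiment means, for which 302 transcripts of *scrib* RES over *scrib* KD had an unadjusted p under 0.05 and passed the fold change threshold. The share toward control, 95.3%, was 98.5% after median-ratio scaling, 98.4% with limma-voom on recovered reads and 62.2% in experiment 2 alone. Members of the p53 signalling list in the intersection, 3, became 0 with experiment means, 8 in experiment 2, 6 in experiment 3 by either method, and 6 in Supplementary Data 3.

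The distance difference of 0.015 reversed to -0.056 in experiment 2. The median of the p53 target list in *scrib* KD over control, 0.61, was 0.37 and 0.28 in experiments 1 and 3; in *scrib* RES over *scrib* KD, -0.37 reversed to 0.12 in experiment 3. Without the 5 genes of Fig. 3a the medians were -0.30 and 0.20. The 4 of them tested in *scrib* KD over control all rise, so leaving them out lowers that median by itself and is no test of the list; of the remaining 9, 3 were called higher (Slc12a4, 1.23, Zmat3, 1.12, and Aen, 0.61) and 2 lower (Notch1, -0.93, and Tap1, -0.60). Of 681 values of named genes under the alternatives set before, 632 kept direction and side of the threshold, 29 lost and 12 gained significance and 8 reversed; of 149 under the added ones, 140 kept both, 0 lost and 6 gained significance and 3 reversed. Scrib in *scrib* RES over *scrib* KD, 0.06, was -0.08 with either replicate block and with experiments 2 and 3, -0.40 in experiment 2 and -0.01 to 0.13 with one replicate left out. Mdm2 in *scrib* RES over control, -0.04, was 0.22 in experiment 3 by either method, and Serpinb5, 0.06, was -0.09 to 0.18 with one replicate left out and 0.19 with the experiment as a replicate block (adjusted p = 0.044), higher in 4 of 4 same-numbered pairs.

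Depth limits Abcb1a, Fgfbp1, Bbox1 and Enpp5, with as few as 21 to 23 reads in a library. *scrib* RES cells were sequenced in 2 experiments, which limits their comparisons at any depth.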

Differences from the paper's values

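The paper's count of genes differentially expressed between *scrib* KD and control is 1645, against 923 here. Of the alternatives set before the data were examined, an RPKM minimum of 1 (1171), no RPKM minimum (1265) and no fold change threshold (2122) came within 1.5 times of it and the others did not; experiment 1 (1419), 2 (1770) or 3 (1904) alone and experiment 3 with limma-voom on recovered reads (1615), all chosen after seeing the values, also did. For *scrib* RES over *scrib* KD the paper's count is 523, against 151 here. Among the alternatives set before the data were examined, unadjusted p (473), the experiment as a block (757) and the number 1 to 6 as a block (404) came within 1.5 times; limma-voom on recovered reads with unadjusted p (394), experiment 3 alone (643) and experiment 3 with limma-voom (525), chosen after seeing the values, also did. For the intersection the paper's count is 306, against 64 here. None of the alternatives set before the data were examined closed the gap; experiment 3 alone (372) and with limma-voom (301), chosen after seeing the values, did.

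A log2 fold change was taken to differ from the paper's when the gap was larger than the SD of the same-numbered pairs, which was 0.72 for Abcb1a, 0.50 for Tspan33 and 0.34 for Plat (n = 6) in *scrib* KD over control, and 0.19 for Cdkn1a, 0.11 for Mdm2 and 0.57 for Bbox1 (n = 4) in *scrib* RES over *scrib* KD. Coming within this SD does not mean that a value equals the paper's. Among the log2 fold changes of *scrib* KD over control, the paper's value for Abcb1a in Supplementary Data 1 is 3.97, against 2.87 here. No alternative set before the data were examined came within the SD; experiment 3 alone (3.76) and with limma-voom (3.98), chosen after seeing the values, did. The paper's value for Tspan33 is -2.34, against -1.69, and values within the SD were given by experiments 2 and 3 (-1.93) and fits without control replicate 1 (-1.89) or 2 (-1.86), set before the data were examined, and by experiment 3 alone (-2.31) or with limma-voom (-2.32), chosen after seeing the values. The paper's value for Plat is 2.19, against 1.83. Alternatives set before the data were examined that came within the SD were experiments 2 and 3 (1.97) and leaving out control replicate 1 (1.91) or 2 (1.99) or *scrib* KD replicate 4 (1.88) or 5 (1.89); limma-voom on all libraries at either p (1.86) and experiment 3 alone (2.17) or with limma-voom (2.21), chosen after seeing the values, did so too, the 1.86 barely moving from the main value.

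For *scrib* RES over *scrib* KD, the paper's log2 fold change of Cdkn1a in Supplementary Data 2 is -1.26, against -1.46 here, and that of Mdm2 is -0.86, against -0.99. Either block and experiments 2 and 3, set before the data were examined, came within the SD for both (-1.39 and -0.92), as did leaving out *scrib* KD replicate 2 (-1.39 and -0.94); for Cdkn1a so did leaving out *scrib* KD replicate 3 (-1.42) or 4 (-1.44) or *scrib* RES replicate 5 (-1.42) or 6 (-1.43), and for Mdm2 *scrib* RES replicate 3 (-0.95). Experiment 3 alone and with limma-voom (-1.25 and -0.85), chosen after seeing the values, also did. The paper's value for Bbox1 is 3.48, against 2.47. No alternative set before the data were examined came within the SD; experiment 3 alone (3.34) and with limma-voom (3.47), chosen after seeing the values, did. The other alternatives did not come within the SD.

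The paper places *scrib* KD nearer to *scrib* RES than to control by the number of genes that differ. The counts here have that order over all libraries, 151 against 923, or 757 against 1015 with the experiment as a replicate block, as do the distances of group means (0.181 against 0.195). Between same-numbered libraries the mean difference in distance was 0.015 ± 0.082 (SD, n = 4), and the order changed with the experiment, a division chosen after seeing the values. In experiment 2 it was the opposite of the paper's (-0.055, with 2474 against 1770 transcripts called). In experiment 3 it was the paper's (0.085, with 643 against 1904). The paper lists Serpinb5 among the p53 targets of the intersection; here Serpinb5 had an adjusted p of 0.063 in *scrib* RES over *scrib* KD by limma without a block (log2 fold change -0.71, lower in 4 of 4 same-numbered pairs). With the experiment as a replicate block, set before the data were examined, it passed (-0.59, adjusted p = 0.0038), as in the paper.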

Other observations

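The tests on the paper's listed fold changes and on the direction of p53 targets were chosen after the results they bear on were seen; those on shared reads and on the source of differences between experiments were set before.

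The fold changes in the paper's lists were compared with each experiment of the deposited values. For Supplementary Data 1, the median absolute difference in log2 fold change was 0.025 from experiment 3 alone (Pearson r 0.9998 across 1640 transcripts), 0.145 from experiments 1 and 3 together and 0.183 from all 3. For Supplementary Data 2 it was 0.009 from experiment 3 (r 0.9994 across 519 transcripts), 0.416 from experiment 2 and 0.209 from experiments 2 and 3. Limma-voom on the recovered reads of experiment 3 called 1615 and 525 transcripts, of which 1533 and 508 are in Supplementary Data 1 and 2, and 290 of its 301 intersection transcripts are in Supplementary Data 3. These values are consistent with lists made from experiment 3, although the legend of Fig. 3a gives 3 and 2 biological replicates and the methods at least 4 replicates. Transcripts were listed because they changed, so a list drawn from one experiment would lie nearest to that experiment; which libraries entered the lists is not stated in the text. No biological explanation was tested.

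Populations differed to another extent in experiment 2 than in experiment 3. An interaction of population and experiment (limma, adjusted p under 0.05 and absolute log2 difference above 0.5) was found in 847 of 10546 transcripts for *scrib* KD over control, 1957 of 10676 for *scrib* RES over *scrib* KD and 2448 of 10705 for *scrib* RES over control. If the *scrib* KD libraries of one experiment were the source, *scrib* RES over control would show fewer than *scrib* RES over *scrib* KD. At these thresholds *scrib* RES over control showed 2448, which is more. At an unadjusted p under 0.05 it showed 5181 against 5412 in *scrib* RES over *scrib* KD, which is fewer, so the counts do not settle this. Both comparisons with *scrib* RES showed more than the one without. A batch and a later passage of the isolate cannot be told apart with 2 libraries per population in each. Within one population, the 2 libraries of experiment 2 or of experiment 3 lay 0.064 to 0.119 apart in median absolute log2 fold change. Those of experiment 1 were not measured in this way. Libraries of experiment 2 lay farther from those of experiment 3, by 0.321 to 0.357 in control, 0.257 to 0.276 in *scrib* KD and 0.208 to 0.244 in *scrib* RES, which moved least. Same-numbered libraries of different populations lay 0.133 to 0.346 apart.

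Genes changed in *scrib* KD were followed into *scrib* RES. In experiments 2 and 3, the 7 called p53 targets that rise in *scrib* KD (Aen, Ccng1, Cdkn1a, Mdm2, Serpinb5, Slc12a4 and Zmat3) had a mean log2 fold change over control of 1.18 in *scrib* KD and 0.42 in *scrib* RES, so 35.9% of the rise was kept (38.0% in experiment 2 and 33.9% in experiment 3). The 10 called cell cycle genes that fall in *scrib* KD had means of -0.61 and -0.51, so 85.0% of the fall was kept, 112% in experiment 2 and 61.9% in experiment 3. The 3 called cell cycle genes that rise (Cdkn1a, Mdm2 and Wee1, the first 2 also in the p53 set) kept 36.8%. The members were chosen by their change in *scrib* KD, with the same *scrib* KD libraries, which favours a smaller change in *scrib* RES, and the differences between the sets were not tested. Within the p53 set, Mdm2 in *scrib* RES over control was -0.04 over all libraries (limma adjusted p = 0.78), with opposite shifts, -0.25 in experiment 2 (adjusted p = 0.018) and 0.22 in experiment 3 (adjusted p = 0.029), whereas Cdkn1a (0.59, adjusted p = 0.027) and Ccng1 (0.48, adjusted p = 0.026) stayed higher in 4 of 4 same-numbered pairs. Ccng1 was under the fold change threshold without a block and called with the experiment as a replicate block (0.60, adjusted p = 0.00021), as Cdkn1a was in either fit (0.77 with the block, adjusted p = 0.00044). No explanation was tested.

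As a hypothesis, p53 targets might rise in *scrib* KD more often than other listed transcripts. In Supplementary Data 1, 10 of 17 named direct targets rise, against 41.4% of 1371 others (two-sided Fisher's exact p = 0.21), so this was not shown. Of 26 cell cycle genes 6 rise, against 41.9% of the others (Fisher's exact p = 0.069).

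Reads counted on more than 1 transcript could inflate a list. In Supplementary Data 3 the share was 1.3% (4 of 306 transcripts, in 2 groups) with read numbers that vary together more closely than separate counts can. The same held for 18 of the 1645 transcripts in Supplementary Data 1 and 0 of the 64 in the intersection here. Reads were thus shared in these few transcripts, and counting each group once leaves 304 of the 306.

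No library of a named gene stood apart from the others of its population by Dixon's test, with 0 of 42 groups outside where 2.1 would be by chance. The libraries come in pairs from one experiment, and in a pair that deviates together each hides the other from this test, so it says little about whole experiments.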
